# A halotolerant growth promoting rhizobacteria triggers induced systemic resistance in plants and defends against fungal infection

**DOI:** 10.1038/s41598-019-40930-x

**Published:** 2019-03-11

**Authors:** Sandeep Sharma, Chen Chen, Sudhir Navathe, Ramesh Chand, Shree P. Pandey

## Abstract

A halotolerant rhizobacteria, *Klebsiella* species (referred to MBE02), was identified that had a growth stimulation effect on peanut. To gain mechanistic insights into how molecular components were reprogrammed during the interaction of MBE02 and peanut roots, we performed deep RNA-sequencing. In total, 1260 genes were differentially expressed: 979 genes were up-regulated, whereas 281 were down-regulated by MBE02 treatment as compared to uninoculated controls. A large component of the differentially regulated genes were related to phytohormone signalling. This included activation of a significant proportion of genes involved in jasmonic acid, ethylene and pathogen-defense signalling, which indicated a role of MBE02 in modulating plant immunity. *In vivo* and *in vitro* pathogenesis assays demonstrated that MBE02 treatment indeed provide fitness benefits to peanut against *Aspergillus* infection under controlled as well as field environment. Further, MBE02 directly reduced the growth of a wide range of fungal pathogens including *Aspergillus*. We also identified possible molecular components involved in rhizobacteria-mediated plant protection. Our results show the potential of MBE02 as a biocontrol agent in preventing infection against several fungal phytopathogens.

## Introduction

Roots not only facilitate plants to uptake minerals and water from the soil but also serve as a major source of nutrients for microorganisms residing in the rhizosphere^1–3^. Root exudates are rich in organic compounds, which attract microbial population to colonize the plant roots^4^. Most of these microbes are neutral; however, many are pathogenic by nature and negatively affect the plant growth^1,5^. On the other hand, there are few microorganisms such as, mycorrhizal fungi, rhizobium and plant growth promoting rhizobacteria (PGPR), which produce beneficiary changes and stimulate plant growth via direct or indirect mechanisms^3,4,6–8^. One of these beneficiary changes include improved root architecture by increasing the number of root hairs and lateral root numbers. This may be correlated with the signalling of phytohormones, mainly auxin^2^. This enlargement in root surface facilitates plants to uptake more water and nutrient, and in turn leads to improved growth. In addition, colonization of plant roots by few PGPR strains trigger an induced systemic resistance (ISR) response that functions systemically throughout the plant and is often effective against a broad spectrum of plant pathogens^5,9,10^. In contrast to the costly defenses that often, upon activation, restricts the plant growth, ISR is associated with a defence priming phenomenon, which simultaneously stimulates plant growth and immunity^5,6,11,12^. These beneficial microbes could be an ideal choice for developing them into biocontrol agents that enhances disease resistance in crop plants.

Over the past few years, our understandings about molecular mechanisms of PGPR mediated growth promotion and disease resistance in plants has improved significantly as several genetic determinants that regulate these processes have been identified^13^. An auxin-dependent developmental change in root architecture has been identified as a key mechanism of plant growth stimulation by PGPR^3,7,14^. On the other hand, ISR is primarily governed by the components involved in ethylene (ET) and jasmonic acid (JA) signalling^5^. By using large-scale transcriptome analysis and reverse genetics approaches, several components, such as *MYB72*, β-glucosidase U42 (*BGLU42*) and *MYC2*, involved in rhizobacteria-mediated ISR have been identified^15–17^. However, considering complex interactive mechanisms of ISR, it is plausible that there are many yet-to-be-identified signalling components that might play important role(s) in this process. Moreover, most of this information has come from the model plant, *Arabidopsis*, and such mechanisms have not been explored in economically important crop species, and their role is yet not completely established in the agro-ecological habitats where crops are growing.

Peanut (*Arachis hypogaea* L.) is an important leguminous cash crop, which is widely grown in tropical and sub-tropical region. It serves as a good source of dietary protein, fats, vitamins, minerals and micronutrients^18^. Peanut production is severely reduced by attack of *Aspergillus* species, which are fungal pathogens^19,20^. *Aspergillus* species produces aflatoxins which are carcinogenic to animals including humans. Peanut has been considered as one of the most susceptible crops for *Aspergillus* and serve as the main source of mycotoxin exposure to humans and other animals^21,22^. *Aspergillus* causes seed rots, moulding of seeds, pre- and post-emergence damping off, and reductions in the seed viability and seedling growth in peanuts^21^. Soil is the main source of *Aspergillus* inoculum and, since pods grow below ground, they come in direct contact to *Aspergillus* population in the soil. Consumption of peanut that contains mycotoxin can cause liver cancer, growth retardation in children’s and may also lead to AIDS by suppressing the immune response^23^. Therefore, it is important to prevent the *Aspergillus* infection in peanut not only to reduce the yield losses but, also, to minimize the health risk. Application of rhizobacteria is an efficient and eco-friendly approach for simultaneous management of various plant diseases^5,24,25^. Few rhizobacteria have been shown to reduce the growth of various *Aspergillus* species^22,26–28^. However, underlying mechanisms is not yet known in detail.

Previously, we identified five PGPR’s from the roots of a halotolerant plant species, *Arthrocnemum indicum*, and characterized them^7^. We found that these bacteria, including the *Klebsiella spp* (referred to MBE02), has sticking growth promoting effects on peanut under non-stress conditions^7^. But the molecular machinery of the plant that is altered due to *Klebsiella* colonization, which might promote growth is unknown. Here, we broaden our understanding about the beneficial effects of colonization of peanut by *Klebsiella spp* (referred to MBE02) under field condition. We develop insights into the molecular response of plants as a consequence of MBE02 colonization with the help of whole transcriptome analysis (by deep RNA-sequencing). RNA-Seq analysis of roots of colonized peanut seedlings not only unravelled the molecular components involved in the growth stimulation, but also demonstrated elicitation of ISR/defense responses indicating MBE02’s plausible role in disease resistance. Thus, we investigate this hypothesis and explored potential of MBE02 as an effective biocontrol agent as we could show that MBE02 prevents fungal infections in the peanut.

## Results

### MBE02 treatment improves peanut growth under field conditions

Effect of MBE02 on the performance of peanut was evaluated in a field trial in the year 2016 at field station, Bhavnagar^7^. We have now analyzed various yield parameters such as fresh weight, pod weight, pod numbers and branches (Fig. 1). Treatment with the beneficiary rhizobacteria, MBE02, resulted in significantly higher fresh weight (11.6% per plant), pod weight (23.6% per plant), number of mature pods (28% per plant), and total number of mature pods (26.4% per plant) of peanut as compared to non-inoculated controls under unstressed condition (Fig. 1; n = 25-30, t test P < 0.05). No difference in immature pods (Fig. 1d) and branches per plant (Fig. 1f) were observed in MBE02 than the control.

**Figure 1:**
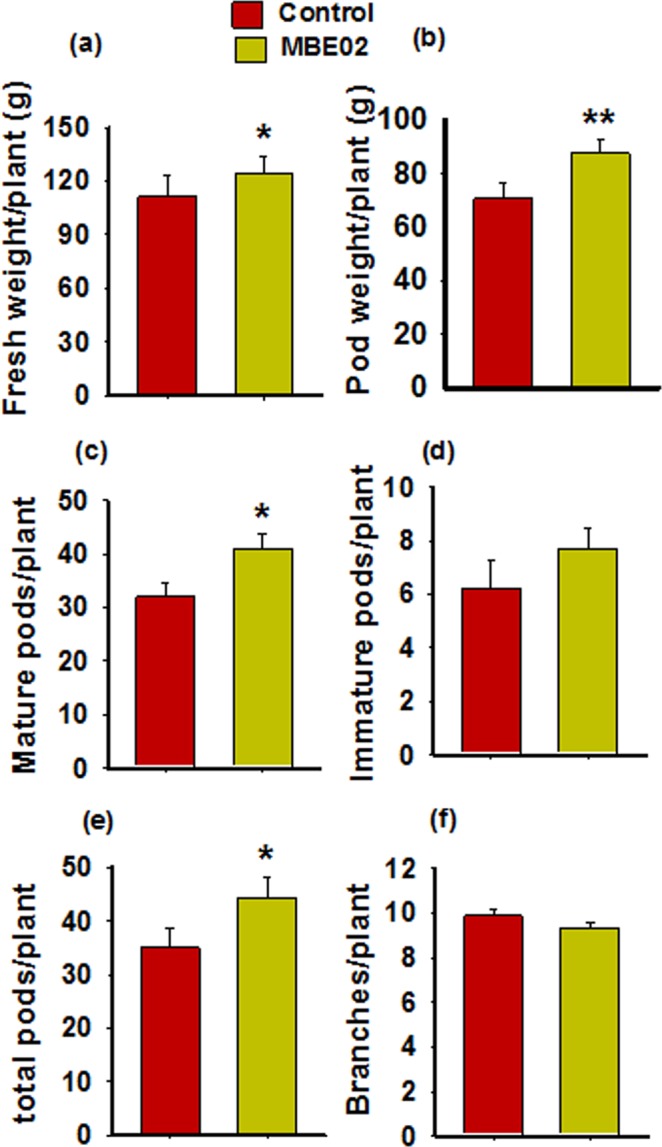
The rhizobacteria strain MBE02 improves peanut growth and yield under field condition. Yield parameters such as plant biomass (**a**), pod yield (**b**), mature pods (**c**), immature pods (**d**), total pods (**e**) and branches of MBE02-inoculated and non-inoculated plant were determined. Data are means ± SE (n = 30). Asterisks shows statistical difference calculated by t test. *Significance at p < 0.05 and **significance at 0.01.

### Gene expression analysis of MBE02 treated peanut roots

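Peanut seedlings were inoculated with MBE02, a rhizobacterium, at 12 days of age with 1000000 cells per ml, and their roots were compared with roots of non-inoculated control seedlings. Each condition had 2 samples, each made from the roots of 8 to 10 plants. The paper gives 14 days between inoculation and sampling, whereas the sample labels give 7 days. The deposited table lists 34523 coding sequences (CDS), 27993 from the assembly of the control reads and 6530 from that of the MBE02 reads. Each CDS has 1 baseMean value per condition that pools both samples, so the spread between samples is not known and no p-value was computed across genes. Every value is an even whole number, and the values sum to 42422724 in control and 46272292 in MBE02, with no scaling between the 2 conditions visible. Median-of-ratios scaling gave a factor of 1 for each condition, so values already scaled in that way would look the same. The values were used as deposited, and fold changes are MBE02 over control. A CDS was counted as higher or lower when its mean over the 2 conditions was at least 10 and its log2 fold change at least 1.5 in size, the paper's fold threshold without its p-value. Intervals of fold changes are exact (Clopper-Pearson) 95% intervals from the values divided by 2 and cover counting error only. Gene lists were fixed before the data were examined but after the paper's supplementary tables had been seen, and the median of each was placed among 10000 random lists of the same size matched on mean expression, which describes these libraries and is not a test of the treatment. Names are those of the best protein match of each CDS, often from another Arachis species. Members of lists named as examples were chosen after their values were seen. Several CDS can share an accession, and reads of near-identical copies may be divided among them.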

In order to gain insights into molecular response of the host to MBE02 inoculation, global reprograming in transcriptome of the peanut roots was studied. A total of 131 million clean reads were generated that resulted into 313409 transcripts, 183427 unigenes and 128224 coding sequences (CDS). As the reference genome of the cultivated peanut is not available, we relied on the progenitor genomes for transcriptome assembly and annotation. We adapted a two-pronged, complementary approach for assembly and annotation of the genes of the transcriptome of the cultivated peanut (*A. hypogaea*). On one hand, we performed genome-guided assembly of the transcriptome by using the genomes of progenitor A (*A. duranensis*) and B (*A. ipaensis*). As a consequence, a total of 27969 (21.8%) assembled sequences of cultivated peanut matched to the transcripts annotated to the reference A genome (*A. duranensis*) whereas, 46078 (35.9%) assembled sequence matched to the transcripts of the B genome (*A. ipaensis*). On the other hand, we performed a BLAST analysis against the non-redundant protein (Nr) database of NCBI. 

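Best matches of the CDS were much alike in both assemblies. Of 64741 CDS from control roots, 61003 had a match, and of 63483 from MBE02-inoculated roots, 59756 had a match. Proteins of A. duranensis but not A. ipaensis were named for 24470 control and 23948 MBE02 CDS. Those of A. ipaensis but not A. duranensis were named for 32614 and 31953 CDS, and those of both for 2080 and 2067.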

A total of 120759 transcripts had a significant match in the database, of which, 48338 uniquely matched to transcripts of A genome, whereas 64428 matched to B genome, and 4112 were common to both (Fig. S1 and Table S1). Additionally, 612 CDS were annotated to *A. hypogaea*. 

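A. hypogaea without either progenitor was named for 300 CDS of the control and 314 CDS of the MBE02 assembly. Any listing of A. hypogaea, also beside a progenitor, was found for 434 and 424 CDS. The genus Arachis stood first for 59459 CDS of the control and 58286 of the MBE02 assembly. Other legumes stood first for 922 and 849 CDS, bacteria for 6 and 4, and fungi for 0 and 2.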

(Supplementary Fig. S1 and Table S1). A total of 36 and 38 gene ontology (GO) terms were assigned to 845 and 777 CDS from control and MBE02 treatment, respectively (Supplementary Fig. S2). In addition, 8156 genes of control and 8042 genes of bacteria treatment were classified into 24 functional categories by KAAS (Supplementary Table S2).

Differentially expressed genes (DEGs) were determined in the roots of MBE02 inoculated peanut as compared to the non-inoculated control. The abundance of each assembled transcript sequence in different samples was measured through normalized count (baseMean)^29^, and DEGs (p value < 0.05 and log2 (fold change)≥1.5≤) were defined as genes that were significantly increased or decreased in their expression levels (Fig. 2a). There were six genes that expressed in only one treatment but not the other. Of these, XP_008225167 and XP_016200422 encoded for EH domain containing protein 1 and DNA-directed RNA polymerase, respectively, whereas, others CDS were remained uncharacterized (Supplementary Fig. S3). 

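The gene XP_008225167, an EH domain-containing protein 1, had a baseMean of 0 in control and 12 in MBE02. Against the floor of 3 counts that a value of 0 allows (6 in the deposited unit), this is at least 2-fold higher if the value of 12 is taken as exact. This bound and those that follow leave out the counting error of the value that is not 0, so they are too high. XP_016200422, a chloroplast DNA-directed RNA polymerase, was split into 4 CDS. Of these, only Set3AB_CDS_23013 had a value of 0 in control, with 18 in MBE02, at least 3-fold higher. Summed over its 4 CDS, this accession had 184 in control and 192 in MBE02, a fold change of 1.04 (interval 0.776 to 1.40). With a minimum of 10 in the other condition, 8 CDS were at 0 in control, the highest of them at 18 in MBE02. Of these 8, 6 came from the control assembly, XP_008225167 among them. They were assembled from control reads, so their value of 0 does not show absence from control. The same minimum gave 87 CDS at 0 in MBE02, all from the control assembly. The uncharacterized XP_016169463 had the highest control value of these, 44, at least 7.33-fold lower in MBE02. At a minimum of 20 only 10 CDS were left, so most of these values are too small to tell low expression from none.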

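More genes were higher than lower in MBE02-inoculated roots, and the calmodulins, which sense calcium, were among the gene lists with high medians. Of 32665 CDS with a mean of at least 10, 1176 were higher and 488 lower in MBE02. Scaled to equal totals, 1018 were higher and 661 lower, which brings the share of higher CDS from 70.7% to 60.6%. Of 56 gene lists, 21 had a median within the highest 2.5% of their random lists, among them also the lipoxygenases, TIFY proteins and NDR1/HIN1-like proteins. The medians of 4 lists (auxin response factors, 12-oxophytodienoate reductases, MYB factors and phosphate starvation genes) lay at or below the 2.5th percentile. Among CDS with a mean of at least 100, 906 were higher and 78 lower. Of the lower CDS, 478 came from the control assembly, as did 759 of the higher ones.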

A total of 1260 genes were differentially expressed, where 979 genes were up-regulated, whereas, 281 genes were down-regulated in bacteria inoculated seedlings as compared to control (Fig. 2a,b and Supplementary Table S3). 

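Both subgenomes contributed to the changed genes in nearly the proportion in which they were expressed. A. duranensis (A genome) alone was the match of 37.2% (619 of 1664, exact binomial interval 34.9 to 39.6%) of the changed CDS and of 36.3% of the measured CDS. A. ipaensis (B genome) alone was the match of 49.3% (820, interval 46.9 to 51.7%) of the changed CDS and of 50.9% of the measured ones. Both genomes together were named for 3.01% of the changed (50, interval 2.24 to 3.94%) and 3.79% of the measured CDS. The A genome held 433 of the higher and 186 of the lower CDS, and the B genome 590 and 230. Both genomes together were named for 45 of the higher CDS (3.83%) and 5 of the lower ones (1.02%, interval 0.33 to 2.38%). These binomial intervals treat CDS as independent, although several can share an accession. Of the lower CDS, 410 had a mean below 100, and the shares were not compared at like expression.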

Out of 1260, 466 genes were contributed by A genome; 624 were from B genome and, 45 genes were shared by both (Fig. 2c). The highest expression levels were obtained for calcium binding CML37 (XP_016179311) and dehydration responsive elemental binding protein 1C (XP_016204184) with 110.2 and 90.4 fold changes, respectively. Similarly, CDS 7119 (with an unidentified function) and polygalacturonase (XP_020979041), were the two most down-regulated genes as they showed a 20- and 17-fold change, respectively (Fig. 2a,b and Supplementary Table S3). 

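Calcium sensing, cell wall and transcription factor genes made up most of the 10 largest rises among CDS with a mean of at least 100. CML37 (XP_016179311), a calmodulin-like calcium sensor, had a baseMean of 8 in control and 882 in MBE02, 110.2-fold higher (interval 42.8 to 406). DREB1C (XP_016204184), an AP2 domain transcription factor of the cold and drought response, went from 10 to 904, 90.4-fold (38.5 to 279.8). The next were ERF022 (XP_015964572, 69.0-fold, 26 to 1794), an uncharacterized protein (XP_015942214, 63.7-fold, 70 to 4458) and the xyloglucan endotransglucosylases XTH22 (XP_015933730, 53.7-fold, 190 to 10194) and XTH23 (XP_016183314, 51.1-fold, 116 to 5932), enzymes that remodel the cell wall. EXORDIUM (XP_016166724), a protein of growth control, had the highest MBE02 value of the group, 32826 against 672 in control (48.8-fold, 43.8 to 54.6). A nudix hydrolase (XP_016190855, 96 to 4468), bHLH18 (XP_015963749, 44 to 2042) and a UPF0496 protein (XP_015967987, 118 to 5434) followed with 46.5-fold, 46.4-fold and 46.1-fold. The control values of CML37 and DREB1C are so low that adding 10 to both conditions gives 49.6-fold and 45.7-fold.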

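The largest falls were in weakly expressed genes. Set2AB_CDS_7119, which has no protein match, had a baseMean of 40 in control and 2 in MBE02, a fold change of 0.050 (interval 0.0012 to 0.313). Polygalacturonase XP_020979041, a pectin-degrading enzyme, and the uncharacterized XP_020969843 both went from 34 to 2, a fold change of 0.059 (0.0014 to 0.375). Further polygalacturonases of the type At1g48100 were lower at higher expression, such as XP_016174176 (1614 to 444) and XP_015957374 (1922 to 626). Among CDS with a mean of at least 100, the 10 largest falls held 6 CDS of the ethylene response factor ERF1B. The others were the uncharacterized XP_016186667 (292 to 44), a 2-methylene-furan-3-one reductase (XP_015967074, 472 to 72), a GDSL esterase (XP_016200637, 616 to 102) and terpene synthase 11 (XP_015936018, 196 to 38). With 10 added to both conditions, Set2AB_CDS_7119 was 4.17-fold and the polygalacturonase 3.67-fold lower. Summed over all CDS of XP_015967074, its log2 fold change of -2.71 was reduced to -0.61.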

We analyzed the enrichment of specific GO terms of biological process in the set of DEGs. Six GO terms comprising phosphorylation, biosynthetic process, regulation of transcription, transcription, oxidation-reduction process, and defense response were significantly enriched (Fig. 2d and Supplementary Table S4).

**Figure 2:**
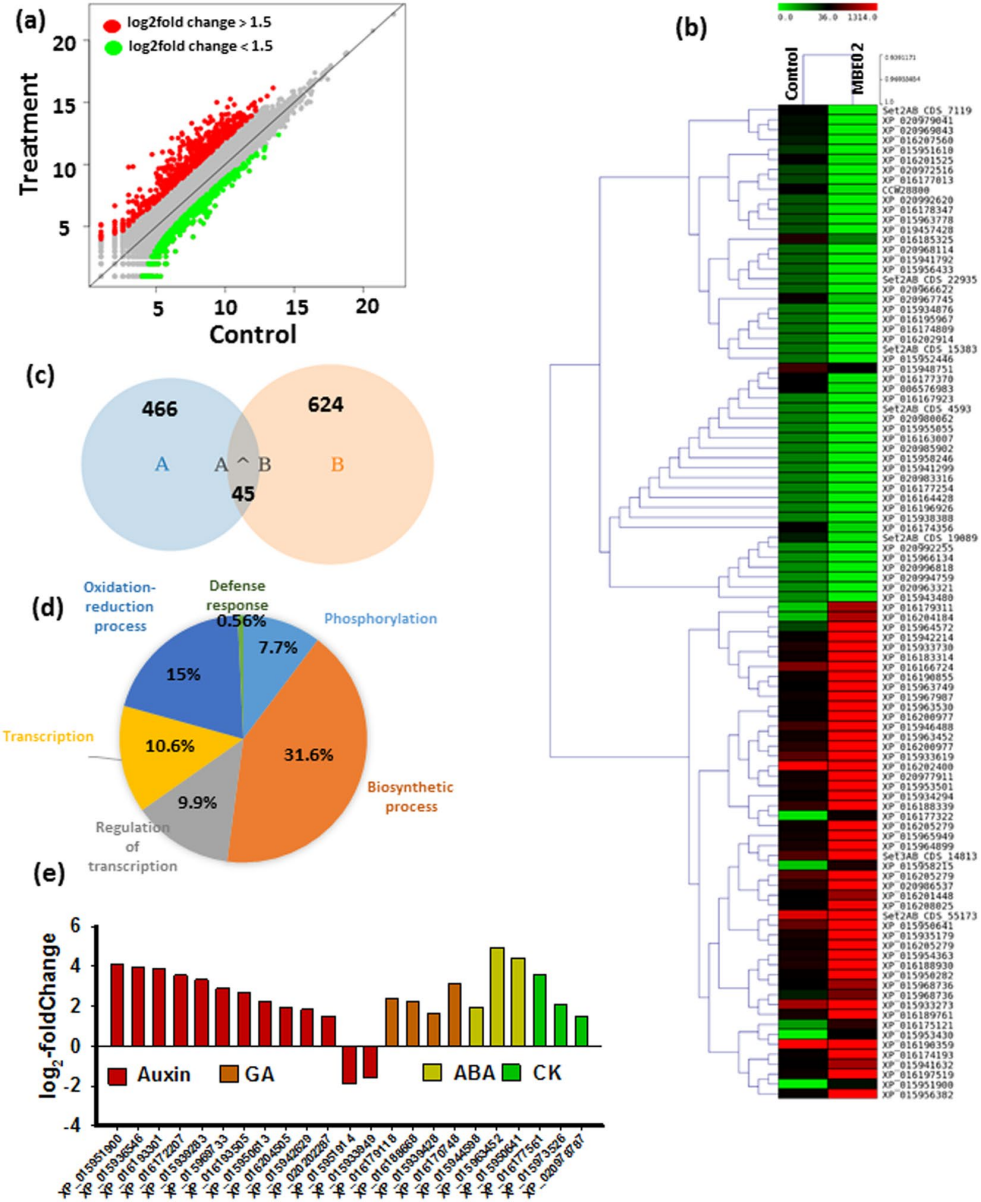
Effect of MBE02 on gene expression in peanut. (**a**) Scatter plot of differentially expressed genes between MBE02 treated roots and untreated control. 12 d old peanut plants were inoculated with MBE02 (10^6^ cells/ml) and root samples were collected after 14 days. Roots of 8-10 plants were combined for each samples. (**b**) Heat map of top 100 (50 each for up- and - down regulated) differentially expressed genes in peanut roots after MBE02 inoculation as compared to non-inoculated roots. (**c**) Venn diagram shows number of differentially expressed genes contributed by A (*A. duranensis*), B (*A. ipaensis*) and both (A + B) the progenitor genomes in MBE02 treated peanut. (**d**) Go enrichment analysis (biological category) of differentially expressed genes. (**e**) Genes involved in hormone signaling that were activated after MBE02-inculation than the control.

Hormone signaling was an important class amongst differentially expressed genes. A total of 13 auxin signaling genes were differentially expressed (Fig. 2e). Among these, six genes belong to auxin responsive SMALL AUXIN UP RNAs (SAURs) family, of which, 4 SAURs (XP_015951900, XP_015939283, XP_016193505 and XP_015950613) were up-regulated whereas, two SAUR (XP_015951914 and XP_015933949) were down-regulated compared to the control (Fig. 2e). 

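SAUR21 (XP_015951900), of a family of small proteins that auxin induces within minutes, had a baseMean of 2 in control and 34 in MBE02, 17.0-fold higher (interval 2.66 to 710.5). SAUR32 (XP_016193505) went from 56 to 360, 6.43-fold (4.30 to 9.95), and SAUR36 (XP_015950613) from 110 to 528, 4.80-fold (3.58 to 6.54). The SAUR50 copy XP_015939283 had 2 and 20. The SAUR50 copies XP_015951914 (146 to 40, a fold change of 0.274, 0.158 to 0.454) and XP_015933949 (42 to 14, 0.333, 0.120 to 0.814) were lower. Of 17 SAUR genes measured, 4 were higher, 2 lower, and their median log2 fold change of 0.04 lay at the 67.1st percentile of random lists, and was 0.63 (99.7th percentile) for the 8 with a mean of at least 100. The higher SAUR21 and SAUR50 rest on a control value of 2, and with 10 added to both conditions XP_015939283 (log2 1.32) and XP_015933949 (log2 -1.12) no longer pass the fold threshold.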

SAURs have been implicated in regulating a wide range of physiological and developmental processes^30^. 

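ARF18 (XP_016204505) and ARF16 (XP_015942629), transcription factors that bind auxin response elements, were 3.77-fold (220 to 830, interval 3.05 to 4.70) and 3.56-fold (86 to 306, 2.52 to 5.11) higher in MBE02 roots. The Aux/IAA protein 22E (XP_015969733), a repressor that auxin itself induces, was 7.43-fold higher (196 to 1456, 6.01 to 9.27). ILR1-like 4 (XP_020202287), which releases auxin from its amino acid conjugates, was 2.85-fold higher (228 to 650, 2.30 to 3.56). Of 41 CDS of auxin response factors 2 were higher and none was lower, with a median log2 fold change of -0.11 at the 1.51st percentile of random lists, and of 22 Aux/IAA CDS 1 was higher (median 0.08, 71.0th percentile). GH3 enzymes, which conjugate auxin to amino acids, had 2 of 10 CDS higher, XP_015967533 (2100 to 6198) and a CDS of XP_016204866 (684 to 1962), and a median of 0.94, above all random lists. Scaled to equal totals, ILR1-like 4 had a log2 fold change of 1.39, below the threshold, and none of the GH3 CDS passed it.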

Two auxin response factors (XP_016204505 and XP_015942629), one auxin induced protein (XP_015969733) and one IAA-amino acid hydrolase ILR1 (XP_020202287) were up-regulated in MBE02 treatment. Additionally, three members of calcium binding protein PBP1 that interact with PINOID protein kinase to regulate auxin-mediated plant development^31^ were also induced by MBE02 treatment (Fig. 2e).

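All 4 CDS measured as PBP1, a calcium-binding protein that interacts with the auxin transport kinase PINOID, were higher. XP_015936546 had a baseMean of 210 in control and 3298 in MBE02, 15.7-fold, and XP_016193301 had 36 and 542, 15.1-fold. The pair of CDS of XP_016172207 were 13.2-fold (40 to 528, interval 8.38 to 22.0) and 11.8-fold (72 to 850) higher. Their median log2 fold change of 3.82 lay above all of the random lists. The paper had already reported PBP1 members as induced in these same samples, so this rank is not independent evidence.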

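Enzymes that inactivate abscisic acid (ABA) were among the strongly higher genes, whereas a gene of ABA synthesis was not. ABA 8'-hydroxylase 3 was 31.2-fold higher in XP_015963452 (118 to 3678, interval 24.1 to 41.1) and 21.6-fold higher in XP_015950641 (552 to 11922). ABA 8'-hydroxylase 4 (XP_015944598) was 3.87-fold higher (140 to 542). The 4th CDS of the family, XP_016204376, had 476 and 472. The only 9-cis-epoxycarotenoid dioxygenase measured, an enzyme of ABA synthesis, had a log2 fold change of -0.11. Of 119 CDS of protein phosphatases 2C, a family that includes ABA co-receptors, 14 were higher and 2 lower (median log2 fold change 0.04, 68.2nd percentile of random lists). The largest rises were in members named 2C 63 (XP_015942129, 34 to 506) and 2C 25 (XP_015932031, 622 to 7758). The list does not separate co-receptors from other members, so these counts do not describe the co-receptors.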

Further, three ABA 8′-hydroxylase genes involved in the catabolism of ABA^32^ were induced (Fig. 2e), indicating that ABA content might be decreased in MBE02 seedlings. 

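Both CDS of cytokinin hydroxylase XP_016177561, which converts cytokinins into their trans-zeatin forms, were higher in MBE02, from 202 to 2392 in the CDS of the authors' table (interval of the fold change 9.66 to 14.7) and from 246 to 2320 in the other. Cytokinin dehydrogenase 3 (XP_015973526), which degrades cytokinins, went from 22 to 92 in its main CDS (interval 2.13 to 8.95), whereas its other CDS had 10 and 12. Of 27 CDS of cytokinin synthesis and breakdown, these 3 were higher and none was lower, with a median log2 fold change of 0.06 at the 72.1st percentile of random lists. Among 5 type-A response regulators, which cytokinin induces, ARR5 (XP_020978787, 54 to 154) was higher, though not after scaling to equal totals, and the list's median log2 fold change was 0.38 (92.3rd percentile).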

Cytokinine synthesis (CK) genes such as cytokinin hydroxylase (XP_016177561) and cytokinin dehydrogenase (XP_015973526), were 11.8 and 4.1 fold up-regulated, respectively in MBE02 treated peanut^33^. Furthermore, gibberellin 2-beta-dioxygenase 2 (*GA2OX2*) (XP_015939428), a gene that catalyzes gibberellic acid (GA), was 3.17 fold higher than the control (Fig. 2e). 

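GA2OX2, which inactivates gibberellins, had a baseMean of 324 in control and 1028 in MBE02 (interval of the fold change 2.65 to 3.81). It was the only member past the fold threshold of 16 measured CDS of gibberellin oxidases, the enzymes that make and inactivate active gibberellins. The median log2 fold change of this list was -0.10, at the 15.2nd percentile of random lists.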

The catabolism of several forms of GA is important for plant development^34^. These observations suggested that an altered hormonal balance or hormone signaling might contribute to the growth promotion of rhizobacteria-treated peanut plants that have been illustrated in Fig. 1.

Moreover, MBE02 treated seedlings had increased expressions of genes related to jasmonic acid (JA) and ethylene (ET) metabolism. 

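TIFY proteins, repressors of jasmonate signalling that jasmonate itself induces, were higher as a group. Of 15 TIFY CDS, 7 were higher and none was lower, led by TIFY 5A (XP_016182516, 108 to 1498, 13.9-fold) and TIFY 10A (XP_020975944, 16 to 168, and XP_015931682, 1012 to 5852, 5.78-fold), and the most abundant, TIFY 10A XP_016189049, went from 6050 to 19224. The 12-oxophytodienoate reductases (OPR) divided. OPR3 (XP_016202799), the isoform of jasmonate synthesis in Arabidopsis, had 4738 in control and 10794 in MBE02, 2.28-fold and below the fold threshold. In contrast, 3 of 7 CDS of OPR2 and OPR11 were lower, and all 7 had a log2 fold change of -1.18 or less, such as OPR11 XP_015964805 (7280 to 2254). After scaling to equal totals 5 of these 7 were lower. Of 35 CDS of ethylene synthesis (ACC synthase and ACC oxidase) 1 was higher, the oxidase AKG58821 (292 to 972), and 1 was lower, with a median log2 fold change of 0 (38.6th percentile of random lists). The OPR2, OPR11, MYC and ERF1B groups were formed after the values were seen.

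**Figure D1:**
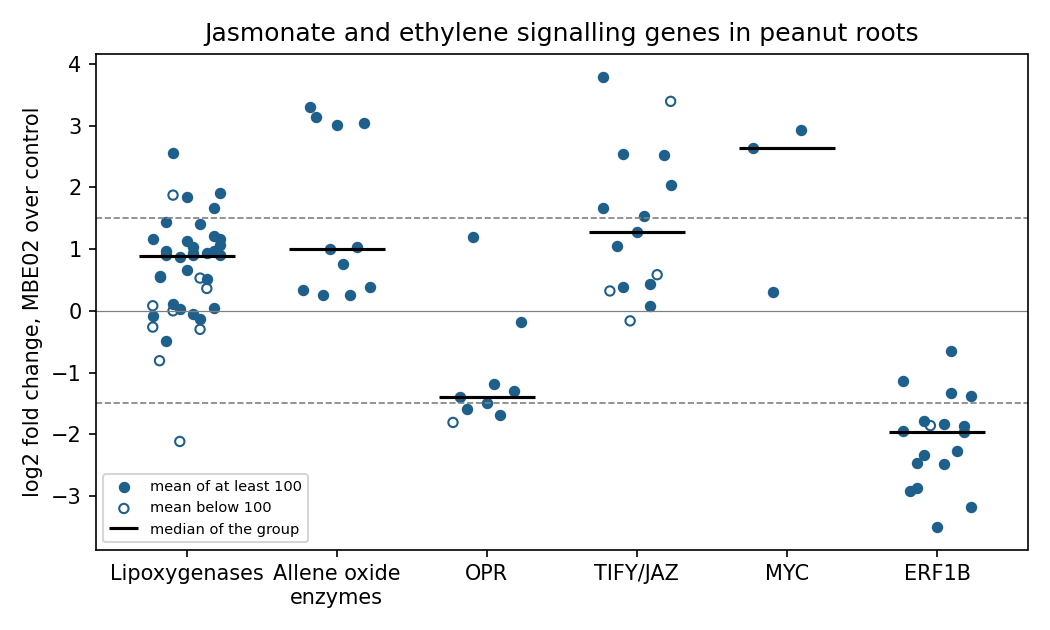
Log2 fold change (MBE02 over control, vertical axis) of each CDS with a mean baseMean of at least 10, in 6 gene groups (horizontal axis). Filled points are CDS with a mean of at least 100, open points CDS below it, black lines group medians and dashed lines the fold threshold of 1.5 in both directions. The medians run from -1.96 for 18 ERF1B CDS and -1.40 for 9 OPR CDS to 1.27 for TIFY and 2.64 for 3 MYC CDS, and no point of the allene oxide enzymes lies below 0.25.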

JA and ET are considered as stress hormones that elicit defense response in plants, and that rhizobacterial association may use these signals to prime induced systemic resistance (ISR)^5,35^. JA synthesis is initiated from linolenic acid (LA) by the action of several enzymes including lipoxygenase (LOX), allene oxide synthase (AOS), allene oxide cyclase (AOC), and 12-oxo-phytodienoic acid reductase (OPR) (Fig. 3a)^35,36^. 

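Allene oxide cyclase, which forms the ring of the jasmonate precursor, was higher in 4 CDS, which belong to 2 accessions. XP_016181468 had 310 in control and 3058 in MBE02 in the CDS of the authors' table (9.86-fold, interval 8.36 to 11.7) and 1556 and 12544 in its other CDS. XP_015946400 had 244 and 2150 (8.81-fold, 7.30 to 10.7) and, in its other CDS, 364 and 3010. The other 3 CDS of this name (XP_016194527, 1160 to 2376; XP_020966079, 128 to 216; XP_015967605, 1038 to 1242) stayed below the fold threshold. All 11 CDS of allene oxide cyclase and synthase had a log2 fold change above 0, with a median of 1.00 (99.99th percentile of random lists), and the allene oxide synthase XP_015972635 had 2346 and 4698. Lipoxygenases, which oxidise the fatty acid, included a seed 9S-lipoxygenase (XP_015939191, 496 to 2920, 5.89-fold) and the 13S-lipoxygenases 3 XP_016190077 (2824 to 10598, 3.75-fold), XP_015968271 (66 to 236, 3.58-fold) and XP_016205830 (5374 to 17038, 3.17-fold). Of 40 lipoxygenase CDS, 5 were higher and 1 was lower, and the median log2 fold change of 0.89 lay above all random lists. XP_020971686 rests on small values (12 to 44) and had a log2 fold change of 1.00 summed over its CDS. The lower 9S-lipoxygenase XP_016170720 had 26 and 6 in 1 of 4 CDS, and over all 4 it had 268 and 222, a log2 fold change of -0.27.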

Seven genes, (5 LOXs (XP_015939191, XP_016190077, XP_020971686, XP_015968271, XP_016205830) and 2 AOCs (XP_016181468, XP_015946400), were up-regulated; however, 1 LOX gene (XP_016170720) was down-regulated (Fig. 3b). 

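Phospholipase A1 XP_015957844, of the family that frees the fatty acid precursor from membrane lipids, went from 234 to 3886 (16.6-fold, interval 13.8 to 20.2). XP_016187766 went from 324 to 2134 (6.59-fold, 5.58 to 7.82) and XP_015963634 from 2234 to 8052 (3.60-fold, 3.37 to 3.86). Among 11 CDS of the family, XP_015948510 was lower (390 to 120), and the median log2 fold change was 0.46 (99.0th percentile of random lists).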

Expression of three phospholipase A1 (PLA1) genes (XP_015963634, XP_015957844, XP_016187766) were also increased in MBE02 treated seedlings (Fig. 3b). In *Arabidopsis*, DEFECTIVE IN ANTHER DEHISCENCE 1 (DAD1), a PLA1, catalyzes the conversion of galactolipids into LA and essentially required for JA formation in pollens^37^. Besides these, 50 genes involved in biotic stress response were differentially expressed, of which 46 were up-regulated and 4 were down-regulated (Supplementary Table S5). These results indicated that the MBE02 inoculation might have also triggered ‘induced systemic resistance’ (ISR) in peanut.

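NDR1/HIN1-like proteins, membrane proteins of immune signalling, gave some of the strongest rises. Of 23 CDS 9 were higher and none was lower, with a median log2 fold change of 0.78 above all random lists, among them NDR1/HIN1-like 3 (XP_015951390, 424 to 5902, 13.9-fold) and NDR1/HIN1-like 10 (XP_015970629, 4438 to 32276, 7.27-fold). EDS1L (XP_015967691), a lipase-like regulator of resistance gene signalling, went from 604 to 6164 (10.2-fold). Higher intracellular resistance genes (NLR type) included At5g66900 (XP_020973820, 632 to 6846, 10.8-fold) and the TMV resistance gene N (XP_016203958, 308 to 2680 in 1 CDS and 806 to 6324 in another). Of 860 CDS of resistance genes, 73 were higher, 11 lower and the median log2 fold change was 0.08, above all random lists, though at the 97.4th percentile when CDS were summed by accession and at -0.05 after scaling to equal totals. The paper's 50 genes were chosen on these samples and are not independent evidence of direction. Their median log2 fold change was 2.11, and the 4 lower ones (RPM1 XP_020972847, ADR2-like XP_020984730 and RPP13 types XP_020973836 and XP_016196358) all had a mean below 100.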

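Chitinases, beta-1,3-glucanases, thaumatin-like proteins and PR-1 and PR-10 type proteins are pathogenesis-related proteins that act directly in defense. Of 70 CDS of chitinases and beta-1,3-glucanases, 4 were higher and none lower, among them a beta-1,3-glucanase (XP_016194711, 1256 to 4038) and an acidic endochitinase (XP_015939184, 60 to 180), and the median log2 fold change of 0.21 lay at the 99.9th percentile of random lists. After scaling to equal totals the endochitinase no longer passes the fold threshold. Of 15 thaumatin-like proteins 1 was higher, thaumatin 1b (XP_015963609, 246 to 872), with a median of 0.40 (99.6th percentile). In a list of 16 CDS of PR-1 and PR-10 type, which also holds PR-4 (XP_015968486, 5026 to 7540) and the regulator NPR1 (AGI38059, 194 to 286), none was higher and 1 was lower (XP_015959612, 38 to 10), with a median of 0.15 (85.2nd percentile).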

**Figure 3:**
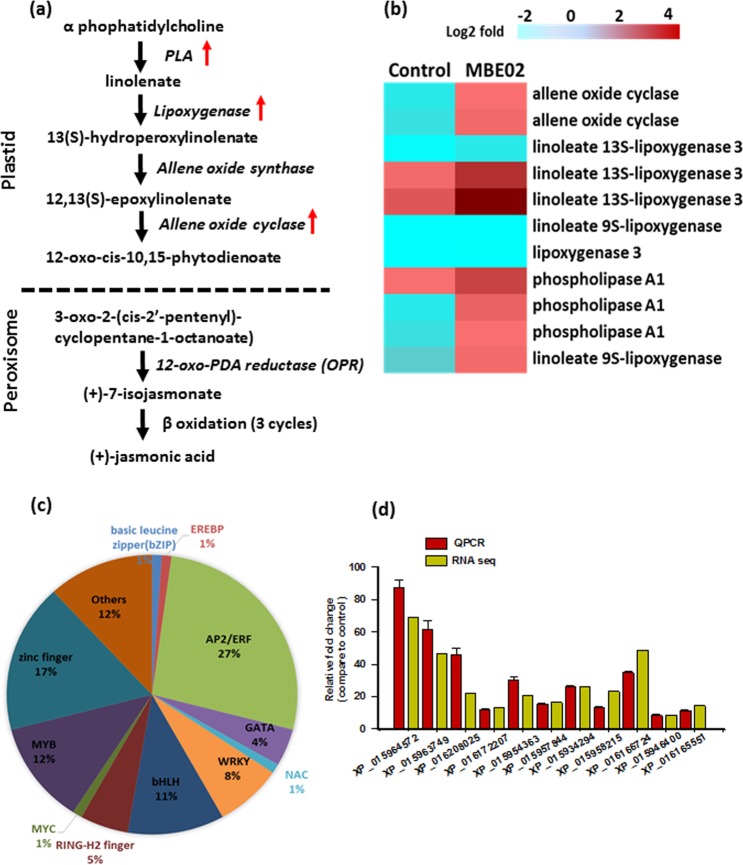
MBE02 treatment activates defense response in peanut. (**a**) Jasmonic acid (JA) biosynthesis pathway in plants, (**b**) heat map shows the differential accumulation of transcripts of JA-biosynthesis genes in MBE02 treated roots, **(c)** distribution of transcription factors in peanut roots treated with MBE02 inoculum, **(d)** quantitative real time PCR (qPCR) to validate the RNA sequencing data. Data are means ± SE (n = 3). qPCR data is in congruence with RNA sequencing data.

A total of 93 TFs were differentially expressed in MBE02 inoculated plants. Many of them belong to ethylene responsive factor (ERF) family where 17 ERFs were up-regulated, whereas, 7 were down-regulated (Fig. 3c). 

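Ethylene response factors (ERF) changed in both directions, though most passed the fold threshold in neither. ERF13 (XP_016174193, 78 to 1348) and ERF027 (XP_015941632, 50 to 864) were both 17.3-fold higher, and the abundant repressor ERF4 (XP_016181103) went from 1220 to 9130, 7.48-fold. ERF105 (XP_015949596, 794 to 5698) and RAP2-3 (XP_016205223, 520 to 3630) were also higher. ERF1B, which joins jasmonate and ethylene signals, was lower in 14 of 18 CDS and below 0 on the log2 scale in all 18, from XP_016185325 (204 to 18, a fold change of 0.0882, interval 0.0392 to 0.174) to the most abundant, XP_016174025 (5652 to 3588, 0.635). Over the 140 ERF CDS, 24 were higher and 17 lower, and the median log2 fold change was -0.05 (6.45th percentile of random lists). The ERF1B CDS belong to 8 accessions whose near-identical copies may share reads, and all come from the control assembly. Summed by accession, 20 ERF were higher and 8 lower.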

ERFs are responsive to ethylene and known to play pivotal roles in regulating growth, development and stress response in various crop species^38^. 

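MYB14 (XP_015953501, 156 to 4460, 28.6-fold, and XP_016188339, 296 to 7592, 25.6-fold), a regulator of stilbene synthesis in grapevine, and bHLH35 (XP_016178136, 194 to 2874, 14.8-fold) were among the most strongly higher transcription factors. Of 106 MYB CDS 9 were higher and 7 lower, the latter including RAX2 (XP_016187492, 1556 to 508) and MYB62 (XP_016200196, 640 to 194). The median log2 fold change of the MYB list was -0.19, below all random lists, and 0.06 when only CDS with a mean of at least 100 were kept. Of 122 bHLH CDS 14 were higher and 1 was lower (bHLH96, XP_016177314, 2406 to 818), with a median of 0 (33.8th percentile). bHLH13 (XP_016205249, 928 to 5400), a repressor of jasmonate responses in Arabidopsis, was among those higher. Of 119 WRKY CDS 10 were higher and 1 was lower, with a median of 0.13 (98.9th percentile) and at the 30.4th percentile when CDS were summed by accession. Of 62 NAC CDS 1 was higher, NAC32 (XP_016187883, 406 to 2688), and 2 were lower (median 0.02, 53.8th percentile). In the 93 transcription factor CDS of the paper's list, 70 were higher and 23 lower.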

Other TFs belonged to MYB (11 genes), bHLH (10 genes), WRKY (7 genes) zinc finger (16), GATA (4), 1 NAC, 1 bZIP, 1 MYC and other TF family proteins (Fig. 3c and Table S6). Among these, several TFs such as *MYB44*, *MYC4*, *ZAT10*, *ZAT11*, *WRKY30*, *WRKY11*, and *WRKY70* are reported to respond to JA^39–41^. 

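MYB44 was higher in 3 CDS, most in XP_015934294 (72 to 1902, 26.4-fold, interval 18.9 to 38.0), and also in XP_015972562 (500 to 2570) and XP_016201689 (2432 to 8338). WRKY30 (XP_016205279) went from 476 to 10946 (23.0-fold) in its most abundant CDS. The zinc finger repressors ZAT11 (XP_016208025, 56 to 1250, 22.3-fold) and ZAT10 (XP_016163030, 2592 to 16378, 6.32-fold) were higher, as was ZAT12 (XP_016169469, 50 to 416). Another, more abundant CDS named ZAT12 (XP_016196845) went from 654 to 344, a log2 fold change of -0.93 that stayed short of the threshold. Of 25 ZAT CDS 8 were higher and 1 was lower (ZAT9-like XP_016177013, 26 to 2), with a median log2 fold change of 0 (46.9th percentile of random lists), which became 1.54 (above all random lists) for CDS with a mean of at least 100. DREB factors had 2 of 4 CDS higher, the other being DREB1F (XP_003540786, 12 to 114), and a median of 1.71 (99.9th percentile) that became 0.17 (70.5th percentile) with that minimum.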

Further, these results suggest that the rhizobacteria-mediated ISR in peanut is regulated by JA/ET signaling. The peanut *MYB72* homolog (XP_016177474, 92.5% sequence identity with *AtMYB72*), which is 2.93 fold up-regulated in MBE02 treated plants (Supplementary Fig. S4 and Table S6), is also implicated as a key regulator of ISR (Pieterse *et al*.^5^). Also, *MYC2* and β-Glucosidase 42 (BGLU42) have been implicated in ISR during beneficial bacterial association^5^. 

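MYB108-like XP_016177474, the gene the paper aligns with MYB72, had a baseMean of 152 in control and 446 in MBE02, a log2 fold change of 1.55 (interval of the fold change 2.25 to 3.86). After scaling to equal totals its log2 fold change was 1.43, and with 10 added to both conditions 1.49, both below the fold threshold.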

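MYC4, a bHLH transcription factor of jasmonate responses, had a baseMean of 86 in control and 658 in MBE02 in the CDS of the authors' table (interval of the fold change 5.56 to 10.8). BGLU12, a beta-glucosidase, had 232 and 896 (3.14 to 4.78). Adding 10 to both conditions left both past the fold threshold.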

The peanut *MYC4* (XP_015963299) showed 45.7% identity to *AtMYC2* and was induced by 7.6 fold, whereas *BGLU12* (XP_016187147) had a 44% sequence identity with *Arabidopsis* BGLU42 and was induced by 3.8 fold in MBE02 treatment peanut plants as compared to the control (Supplementary Fig. S5 and Table S6). In addition, reactive oxygen species (ROS) scavenging machinery was also activated by MBE02. 

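Cationic peroxidase 2, a secreted enzyme that uses hydrogen peroxide, was higher in XP_015943578 (1226 to 12456, 10.2-fold) and XP_016179746 (2446 to 12096, 4.95-fold). Lower peroxidases were cationic peroxidase 1 (XP_016167678, 1840 to 554, and XP_015931846, 54 to 16) and peroxidase 16 (XP_015959936, 38 to 6). Of 67 peroxidase CDS 6 were higher and 3 lower, with a median log2 fold change of 0.04 (64.9th percentile of random lists). Ascorbate oxidase homologs were led by XP_015952794 (1104 to 9594, 8.69-fold), and 4 of 14 CDS were higher with a median of 0.52 (99.9th percentile). Of 60 thioredoxin CDS 5 were higher, such as thioredoxin CXXS1 (XP_016169198, 162 to 578), with a median of 0.13 (95.4th percentile), or 0.17 (98.1st percentile) for those with a mean of at least 100. Of 83 glutathione S-transferase CDS 2 were higher, TCHQD (XP_015934595, 212 to 606) and a zeta class CDS (XP_020959060, 6 to 18), with a median of -0.03 (13.2nd percentile). Both fall below the fold threshold after scaling to equal totals, which also leaves 3 thioredoxins higher. The core scavenging enzymes catalase, superoxide dismutase and ascorbate peroxidase had no higher member and 1 lower among 16 CDS (median 0.07, 67.4th percentile), and respiratory burst oxidase B (XP_015968605, 4328 to 14728), which produces superoxide, was the only higher CDS of 13 (median 0.07, 63.9th percentile).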

Our results showed that antioxidant genes such as peroxidases (5 genes up-regulated; 3 were down-regulated), glutathione-S-transferase (1 gene up-regulated), ascorbate oxidase (4 genes up-regulated) and thioredoxin (5 genes up-regulated) were differentially regulated in MBE02 inoculated plants (Supplementary Table S7).

To validate the RNA sequencing data, 17 genes were selected and their abundance patterns were analyzed with the help of quantitative real time PCR (qPCR) assays. Majority of the selected genes have functional roles in hormone signaling and/or plant defense response (Supplementary Table S8). For instance, PLA1 (XP_015957844) and AOC (XP_015946400) are components of JA pathway genes^35^; NDR1 (XP_016165551), disease resistance genes (XP_015958215 and XP_015940750), and SAR deficient 1 (XP_015954363) are involved in defense response^42^; PBP1 (XP_016172207), exordium (XP_016166724), abscisic acid 8 -hydroxylase 3 (XP_015963452) and ACC synthase like (XP_015947781) are hormone related genes^31,32,38^. Other analyzed genes are transcription factors like ERF022 (XP_015964572), bHLH18 (XP_015963749), ZAT11 (XP_016208025), DREB1C (XP_016204184) and MYB44 (XP_015934294) that controls various biological processes in the plants^43^. 

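For all 17 genes of Table S8, the fold change from the deposited table and the paper's qPCR fold change had the same direction, 15 higher and 2 lower in MBE02. Both lay within 2-fold of each other in 12 genes, such as allene oxide cyclase XP_015946400 and MYB44. The widest gaps were in terpene synthase 10 (XP_020984000, 418 to 1764, 4.22-fold, against 24.1-fold in the paper's qPCR), DREB1C (25.1-fold in the paper's qPCR) and polygalacturonase XP_020979041 (0.019 in the paper's qPCR). The disease resistance gene XP_015940750 had 192 and 1198, 6.24-fold, with 6.23-fold in the paper's qPCR, and SAR DEFICIENT 1 (XP_015954363) had 164 and 3374, 20.6-fold, with the paper's qPCR at 30-fold. Across these genes, which are not independent replicates and were chosen by the study, log2 fold changes had a Spearman coefficient of 0.819 (permutation test, p = 0.00014, adjusted p = 0.00028 over 4 relations) and a Pearson coefficient of 0.950 (p = 2e-05, adjusted p = 8e-05, the smallest p that 100000 permutations can give). Without ACC synthase-like XP_015947781 (38 to 6) and the polygalacturonase, the genes farthest from the median qPCR fold change, these were 0.736 (p = 0.00266, adjusted p = 0.00355) and 0.664 (p = 0.00732, adjusted p = 0.00732) by 2-sided permutation tests over the other 15.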

Most of the qPCR data corroborated with RNA sequencing data, which indicated overall quality of the Illumina RNA-Seq data (Fig. 3d and Supplementary Table S8).

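Further genes of signalling and transcription in defense were higher. NDR1/HIN1-like 10 XP_015966801 went from 52 to 718, the resistance gene At5g66900 XP_015958215 from 8 to 186 (interval of the fold change 8.78 to 87.1), WRKY53 (XP_016165592) from 372 to 2916 and the receptor kinase At5g24010 (XP_016193902) from 680 to 9604. Of 852 CDS of receptor-like kinases 53 were higher and 20 lower, with a median log2 fold change of 0 (27.3rd percentile of random lists). The paper reasons from higher expression of jasmonate synthesis genes and of genes of the biotic stress response, through transcription factors known to respond to jasmonate and homologs of MYB72, MYC2 and BGLU42 in Arabidopsis, to its conclusion that the inoculation switched on defense and ISR genes.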

Taken together, our transcriptome data demonstrated that MBE02 treatment activated genes involved in plant defenses and ISR. This raises the possibility that MBE02 treatment might have protective functions for plant to help in resisting against pathogen attack.

### Effect of *A. flavus* infection in MBE02 treated peanut

Peanut crops are susceptible for infection of aflatoxin producing *Aspergillus* species^20,44^. We determined whether activation of defense response by MBE02 treatment could help in protection of peanut from fungal infections. Peanut seedlings were inoculated with only MBE02, *A. flavus* and their combination, MBE02 + *A. flavus*, following which several growth related parameters, such as fresh weight, chlorophyll, leaf area, and plant height, were measured after two weeks of infection.

As expected, fresh weight was increased by MBE02 treatment^7^; however, MBE02 + *A. flavus* had no difference, and *A. flavus* treated seedlings showed 28.2% reduction than the control (SNK test p < 0.05) (Fig. 4a). Chlorophyll content was significantly reduced by 32% in *A. flavus* (SNK test p < 0.05)*;* however, it had a lesser effect on MBE02 + *A. flavus* treated seedlings which showed 13% reduction in chlorophyll content as compared to non-inoculated control (Fig. 4b). No difference in chlorophyll was observed between MBE02 and control. Similar pattern was obtained for leaf area which had 43% and 20.4% reduction in *A. flavus* and MBE02 + *A. flavus* treatment, respectively, than the control (Fig. 4c). *A. flavus* seedlings showed 20% reduction in plant height, whereas other treatments were similar as the control (Fig. 4d). Taken together our data demonstrate that MBE treatment may provide fitness benefits to plants under stressed conditions.

**Figure 4:**
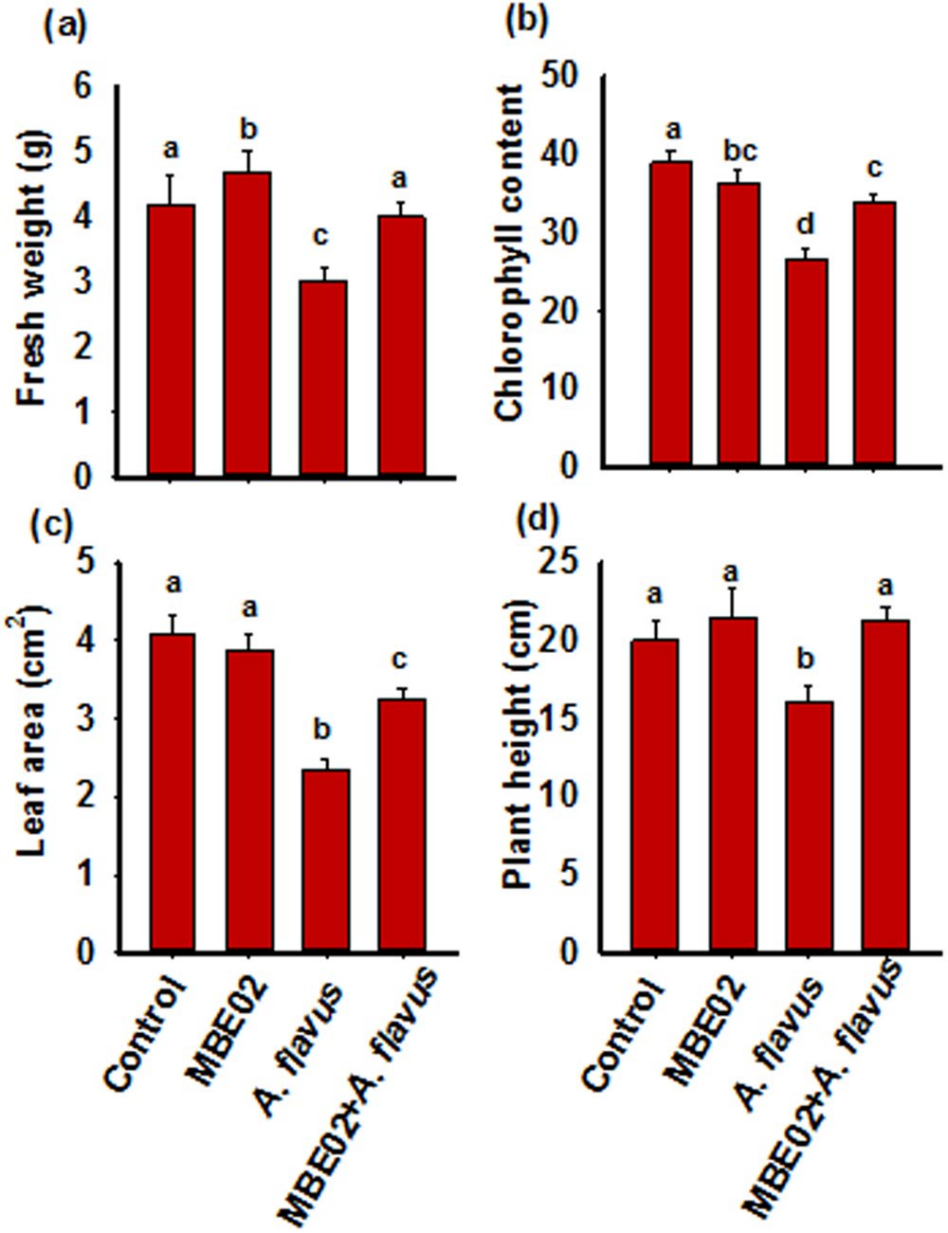
MBE02 treatment improves peanut growth in response to *A. flavus* infection. Peanut seeds were treated with MBE02 and grown up to 7 days before they were infected with *A. flavus* spore suspension (10^6^ spores/ml). Several growth-related parameters such as (**a**) fresh weight; (**b**) chlorophyll content; (**c**) leaf area; and (**d**) plant height were measured after two weeks of infection. Data are means ± SE (n = 10–12). Different letter shows statistical difference among the treatments calculated by SNK test (p < 0.05). Independent experiment was repeated that demonstrated similar results.

### MBE02 treatment increases growth and yield of peanut in presence of fungal pathogens under field condition

Our RNA sequencing data and *in vivo* infection assay indicated that the MBE02 treatment might confer resistance and provide fitness benefits to peanut plant under stressed conditions. We tested this hypothesis in natural environment by conducting a field trial where MBE02 inoculated seeds of peanut (var G20) were grown in the natural conditions in field. We determined the prevalence of fungal pathogens in the field. Soil samples were collected from different sites of the field and analyzed for the fungal frequency. The result showed presence of four fungus, *A. niger*, *A. flavus*, *Penicillium* and *Rhizopus* sp. (Fig. 5a)*; A. niger* (75000 colonies/g) and *Penicllium* (81250 colonies/g) had highest frequency in the soil, followed by *A. flavus* (50000 colonies/g) and *Rhizopus* (12500 colonies/g). Thus, as the field plot was already a hotspot for above fungi, the peanut plants were not loaded with any additional fungal inoculum. At the end of the experiment, percent survival, fresh weight and pod yield were determined.

**Figure 5:**
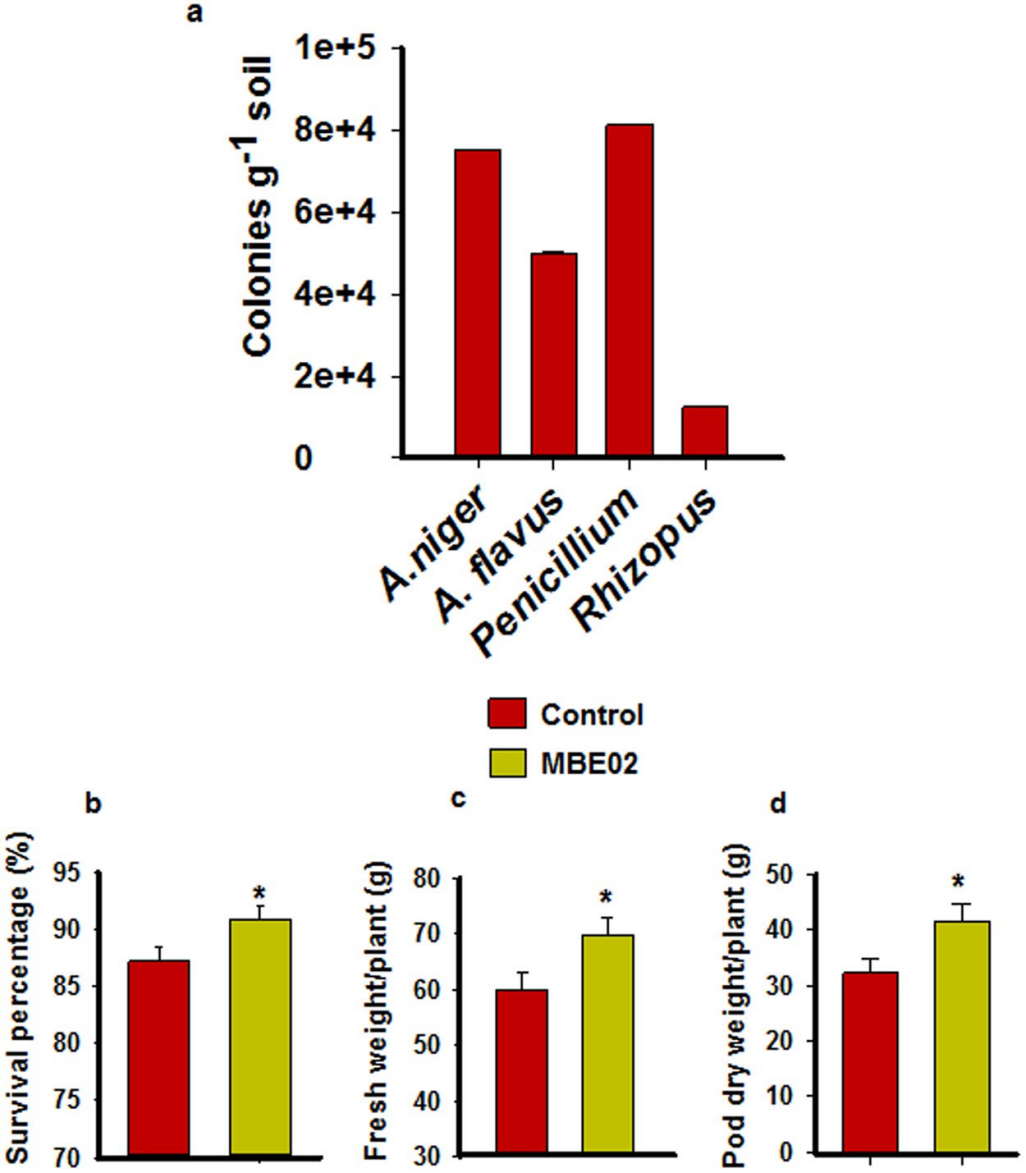
MBE02 treatment improves peanut growth and yield under field conditions. (**a**) Prevalence of fungal pathogens in the soil used for the field experiment. (**b**) Peanut seeds treated with MBE02 (O.D. 0.6) were grown in farmer’s field hired by the Banaras Hindu University, Varanasi, India and survival percentage (**b**), fresh weight (**c**) and, pod dry weight (**d**) were determined at the end of the experiment. Data are means ± SE (n = 9; where each sample contains 30-55 plants).

Stress survival percentage, a ratio of live vs dead plants, was higher in MBE02 treatment than the control (Fig. 5b). Also, the MBE02 treated plants had 16% and 25% higher fresh weight (Fig. 5c) and pod dry weight (Fig. 5d), respectively, as compared to non- inoculated control (t test p < 0.05). All these observations suggested that the treatment with MBE02 confer resistance in peanut under field conditions.

### MBE02 inhibits *Aspergillus* infection in peanut seeds/pods

Above studies under controlled as well as field conditions clearly demonstrated that MBE02 treatment was effective in controlling the infection of *Aspergillus* species (Figs 4 and 5). Indeed, *Aspergillus* infection is a major threat to peanut not only at pre-harvesting stage but more importantly at post-harvest, storage and during its transportation^20,21^. Hence, we investigated whether seed treatment with MBE02 prevented the *Aspergillus* infection. *In vitro* seed colonization assays were performed where fungal infections were measured on seeds that were treated either with only MBE02 or only fungus (*A. niger* or *A. flavus*) or a combination of MBE02 + *Aspergillus* pathogens. After 3 d incubation in dark, maximum infection was observed in seeds treated with only *A. niger* (70%), followed by the seeds control (no fungi, 31.8%) that might have natural loads of pathogen (Fig. 6a,b). MBE02 treatment strongly reduced the infection to 4.4% and 7.8% in MBE02 only and MBE02 + *A. niger*, respectively. The results clearly showed that treatment with MBE02 reduced the infection by 94% under standard conditions of cultivation and storage, and by 83% under conditions that might be epidemic (SNK test p < 0.05; Fig. 6a,b).

**Figure 6:**
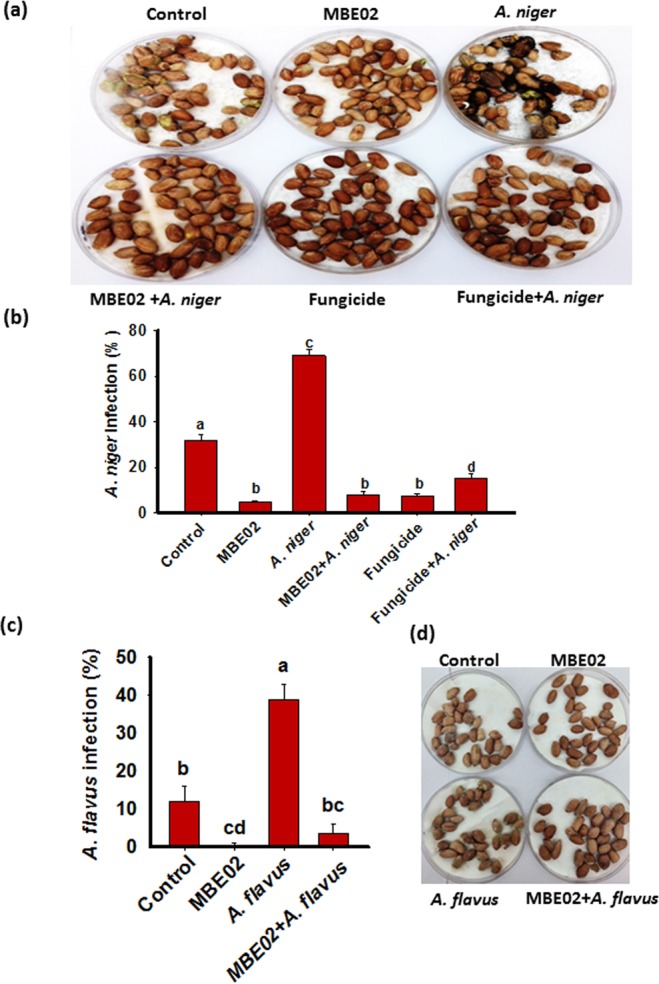
*In vitro seed* colonization assay with *Aspergillus* species in presence of MBE02. (**a**,**b**) peanut seeds were incubated with MBE02 (O.D. 0.6), *A. niger* (10^6^ spore/ml) and fungicide for 30 min. Seeds without any treatment serves as control. After incubation, half seeds from MBE02 and fungicide treatment were incubated with *A. niger* (10^6^ spore/ml) for 30 min and kept in the dark for 72 h. Data are means ± SE (n = 140-150) and combined from three independent experiments. Picture of a representative plate is shown. **(c**,**d**) Similar experimental design was used to evaluate *A. flavus* for the infection (also, here fungicide treatment was not given). Data are means ± SE (n = 40–50). Different letter shows statistical difference among the treatments calculated by SNK test (p < 0.05). Independent experiment was repeated that showed similar results.

We also compared the results with a commercially available systemic fungicide that contains Carbendazim 50% WP (AIMCOZIM, India). Carbendazim is effective in preventing the infection of a wide range of fungi^45^. Seeds treated with the fungicide only reduced the infection to 7.4% whereas, the infection was reduced to 14.9% in fungicide with *A. niger* (fungicide + *A. niger*), than the seeds treated with *A. niger* only, respectively (Fig. 6a,b). Interestingly, seeds treated with MBE02 + *A. niger* had significantly less (7.8%) fungal infection than the fungicide + *A. niger* (14.9%) (SNK test p < 0.05).

We also performed similar experiments with *A. flavus*. Seed infection in *A. flavus* was highest (38.7%), followed by the controls (11.9%). The fungal infection was reduced to 0.52% and 3.6% in MBE02 and MBE02+ *A. flavus* treatment, respectively (Fig. 6c,d). The results revealed that the seeds treated with MBE02 and MBE02+ *A. flavus* had 98% and 91% reduced infection than only those infected with *A. flavus* (Fig. 6c,d), which suggested that the rhizobacteria was equally effective against other *Aspergillus* species.

We further examined if bacterial strain is effective to control *Aspergillus* infection in peanut pods. A significant reduction (SNK test p < 0.05) in *A. niger* infection was observed with MBE02 treated pods (90%) whereas, other treatments including fungicides had 43 to 49% less infection than the pods infected with *A. niger* (Supplementary Fig. S6). Overall, results obtained here demonstrated *in vitro* protection of peanut seeds/pods by MBE02 from fungal pathogens of *Aspergillus* species.

### MBE02 alters expression of lipoxygenase genes in seeds in response to *A. flavus* infection

Encouraged by the seed-pathogenesis assay, we further investigated the plausible molecular components that might be regulated by treatment of MBE02 in the seeds. Lipoxygenase (LOXs) are one of the important defense component that are known to play roles in controlling *Aspergillus* infection^46,47^. A mutant maize line of *LOX3* gene (*lox3-4*) was more susceptible for the infection of *A. flavus* and *A. nidulans* than the wild type^48^, which further supported the role of LOXs in conferring resistance against the *Aspergillus* infection in the seeds (Nayak *et al*.^21^). We performed expression profiling of *LOXs* to determine whether MBE02 reduced the *Aspergillus* infection in seeds through differential regulation of *LOX* genes. Since the peanut *LOX* encoding genes, *PnLOX2* and *PnLOX3*, are nearly identical, the qPCR assays measure the transcripts from both genes together, which are referred to as *PnLOX2-3*^46^. Additionally, 27 LOX genes have been recently identified in the genomes of two wild progenitors of peanut (*A. duranensis* and *A. ipaënsis*), few of which have been shown to respond to *A. flavus* infection^47^. Thus, we determined how the expression of these genes change in presence of MBE02 during infection of peanut seeds with *A. flavus*.

*LOX*s displayed a complex pattern of expression after the seeds were treated with the *A. flavus* pathogen and the MBE02 bacteria. *PnLOX2-3* expression was significantly decreased in *A. flavus* infected seeds as compared to the control (SNK test p < 0.05, Fig. 7). This is consistent with the previous report^46^. Further, treatment of seeds with MBE02 alone had no effect on *PnLOX2-3* expression as compared to the only water-treated controls, whereas treatment of seeds with MBE02 and the *A. flavus* pathogen increased its expression by 8.8-fold (Fig. 7). On the other hand, expression of KXZ9V (type I 13-LOX) was induced by 21-fold in fungus infected seeds; however, other treatments (MBE02 and MBE02 + *A. flavus*) had no effect on the expression as compared to the water controls (Fig. 7). The C88Z1 gene (type II 13-LOX) was 6-fold induced in *Aspergillus* treatment; its level was significantly reduced in MBE02 only (5-fold); however, this had similar levels as in the control seeds and in MBE02 + *A. flavus* treatment (SNK test p < 0.05). The expression level of C3RV0 (9-LOX) was induced in MBE02 (5-fold) than the controls and its level was further induced by MBE02 + *A. flavus* treatment (10.6 fold). No significant induction was shown by *Aspergillus* treatment (Fig. 7). KZX2M (9-LOX) had no change in expression in any of these treatments.

**Figure 7:**
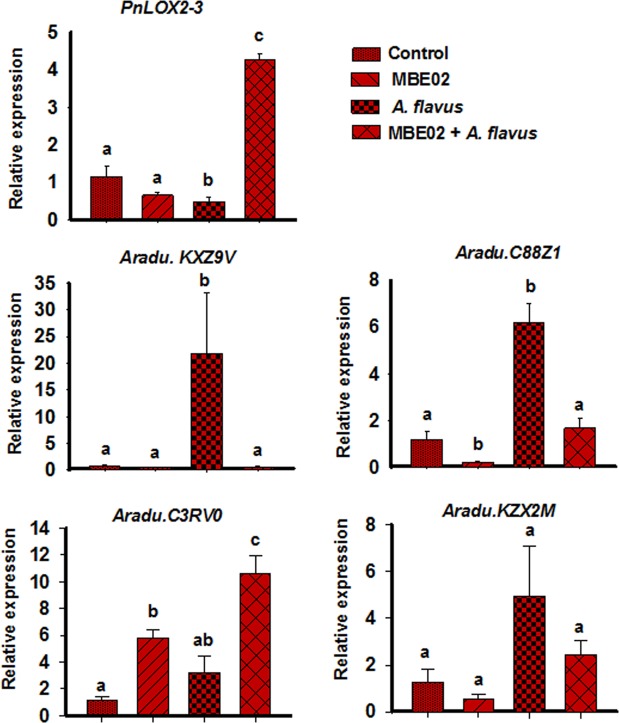
Gene expression analysis of LOX genes in MBE02 and *A. flavus* treated peanut seeds. Seeds without any treatment were taken as control (mock). Data are means ± SE (n = 3-4). Different letter shows statistical difference among the treatments calculated by SNK test (p < 0.05). Independent experiment was repeated that produced similar results.

Overall, above observations demonstrated that several *LOXs* were differentially regulated by MBE02 during seeds-*Aspergillus* interaction and might be involved in controlling the infection process.

### *In vitro* growth inhibition of *Aspergillus* in presence of MBE02

Another plausible mechanism for reduced seed infection might be that MBE02 rhizobacteria directly influenced the growth and metabolism of *Aspergillus* in peanut seeds. To test this, we performed *in vitro* growth inhibition assays where *Aspergillus* species (*A. niger* and *A. flavus*) were grown together with the MBE02 and fungal growth was monitored. MBE02 successfully inhibited the growth of *A. niger* after 72 hpi (Fig. 8a). A zone of inhibition was not appeared in case of *A. flavus*; however, MBE02 slowed down the fungal growth and delayed the sporulation as compared to control (no MBE02) (Fig. 8b). Even after seven days, *A. flavus* incubated with MBE02 had not shown any sporulation than the control (Supplementary Fig. S7). We also conducted a time course analysis where the mycelial growth of both the *Aspergillus* fungi was monitored after adding MBE02 strain. At 72 hpi of MBE02, mycelial growth of *A. niger* and *A. flavus* was reduced by 90% and 85%, respectively, as compared to the non-inoculated controls (Fig. 8c,d).

**Figure 8:**
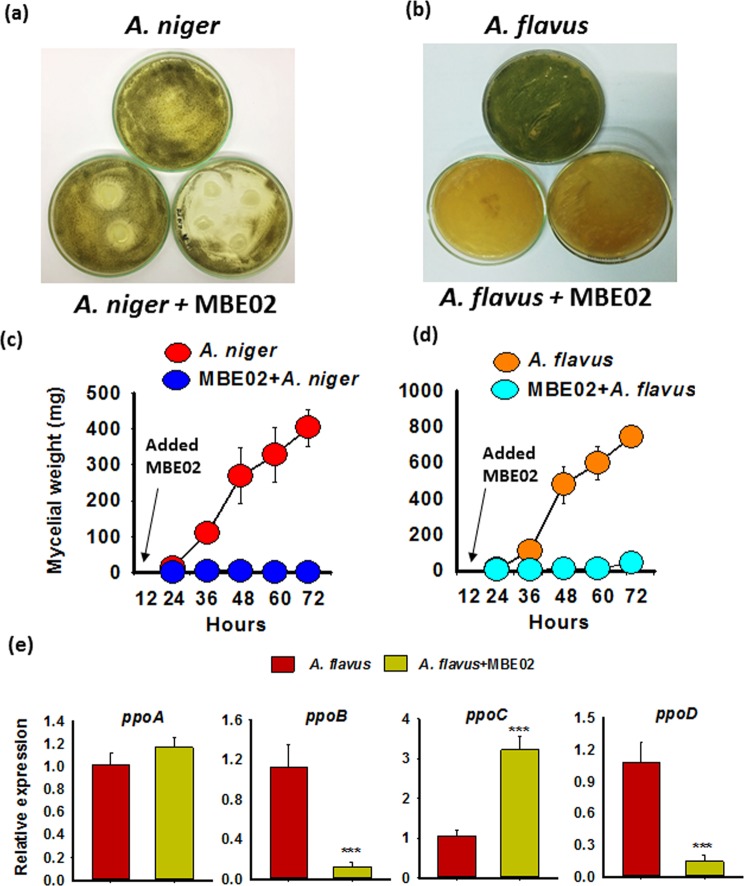
MBE02 alters growth and pathogenicity of *Aspergillus* species. Plate assays show inhibitory effect of MBE02 on *A. niger* (**a**) and *A. flavus* (**b**). Spore suspension of fungi (10^6^ spores/ml) were spreaded throughout the plate and inoculated with 5 µl of MBE02 (O.D. 0.6) followed by incubation at 25 ± 2 °C. The zone of inhibition was recorded for *A. niger* after 72 h of incubation. Representative pictures are shown here and experiment was replicated with similar results. **(c**,**d)** Time course analysis of fungal growth in presence of MBE02. *A. niger* and *A. flavus* were grown in DYGS medium and after 12 h, 1 µl of MBE02 (O.D. 0.6) was added. The fungal mycelia were harvested at the indicated time points after bacteria inoculations and weighed. Data are means ± SE (n = 3) and combined from three independent experiments. **(e)** Gene expression analysis of *Ppo* genes in *A. flavus* after treatment with MBE02. Data are means ± SE (n = 3-4). Asterisk (*) shows significant statistical difference calculated by t test (p < 0.05).

Fungal oxylipins (also known as precocious sexual inducer (psi) factor) are the secondary metabolites that originated from unsaturated fatty acids and play an essential role in the process of development and pathogenicity in *Aspergillus*^49,50^. Four psi factor-producing genes*, PpoA*, *PpoB*, *PpoC* and *PpoD*, are implicated in the biosynthesis of such fungal oxylipins, and mutant strains of these genes show defects in fungal development^49,50^. So, we determined whether growth defects in *Aspergillus* was associated with altered expression of *Ppo* genes. 12 h grown cultures of *A. flavus* were inoculated with MBE02 (1 µl of O.D. 0.6) and mycelial biomass were collected after 48 hpi for expression analysis. The time point was chosen as the expressions of all *Ppo* genes reached at their highest level at this stage^49^. *PpoA* had no change in expression, whereas *PpoB* was significantly decreased (9.1 fold) in MBE02 + *A. flavus* treatment (Fig. 8e). Similarly, *PpoD* was also reduced (−7.1 fold) in MBE02 treated fungus. On the contrary, *PpoC* expression was significantly induced by 3.21 fold in MBE02 + *A. flavus* than the *A. flavus* not treated with MBE02 (Fig. 8e). These observations indicate that MBE02 mediates dysregulation of the expression of *Ppo* genes, which might have consequences for altered growth and pathogenicity of *A. flavus*^49,50^.

### MBE02 is effective against wide range of fungal pathogens

We tested whether MBE02 might be effective in controlling the growth of a larger spectrum of fungal pathogens that affect different crop species. Therefore, growth inhibition assays were performed on 3 additional fungal pathogens: *Bipolaris sorokiniana* is a hemibiotrophic plant pathogen that causes spot blotch disease, and is a major threat to wheat and barley cultivation in south Asia^51,52^. *Phytopthora drechsleri* f. sp. *cajani* causes stem blight on *Cajanus cajan*^53^; *Exserohilum rostratum* is thermophillic fungal pathogens that causes leaf spot and seedling rot diseases in various plant species including wheat, rice and banana^54^. The growth of all these fungi were indeed significantly reduced in the presence of rhizobacteria (SNK test p < 0.05) (Fig. 9).

**Figure 9:**
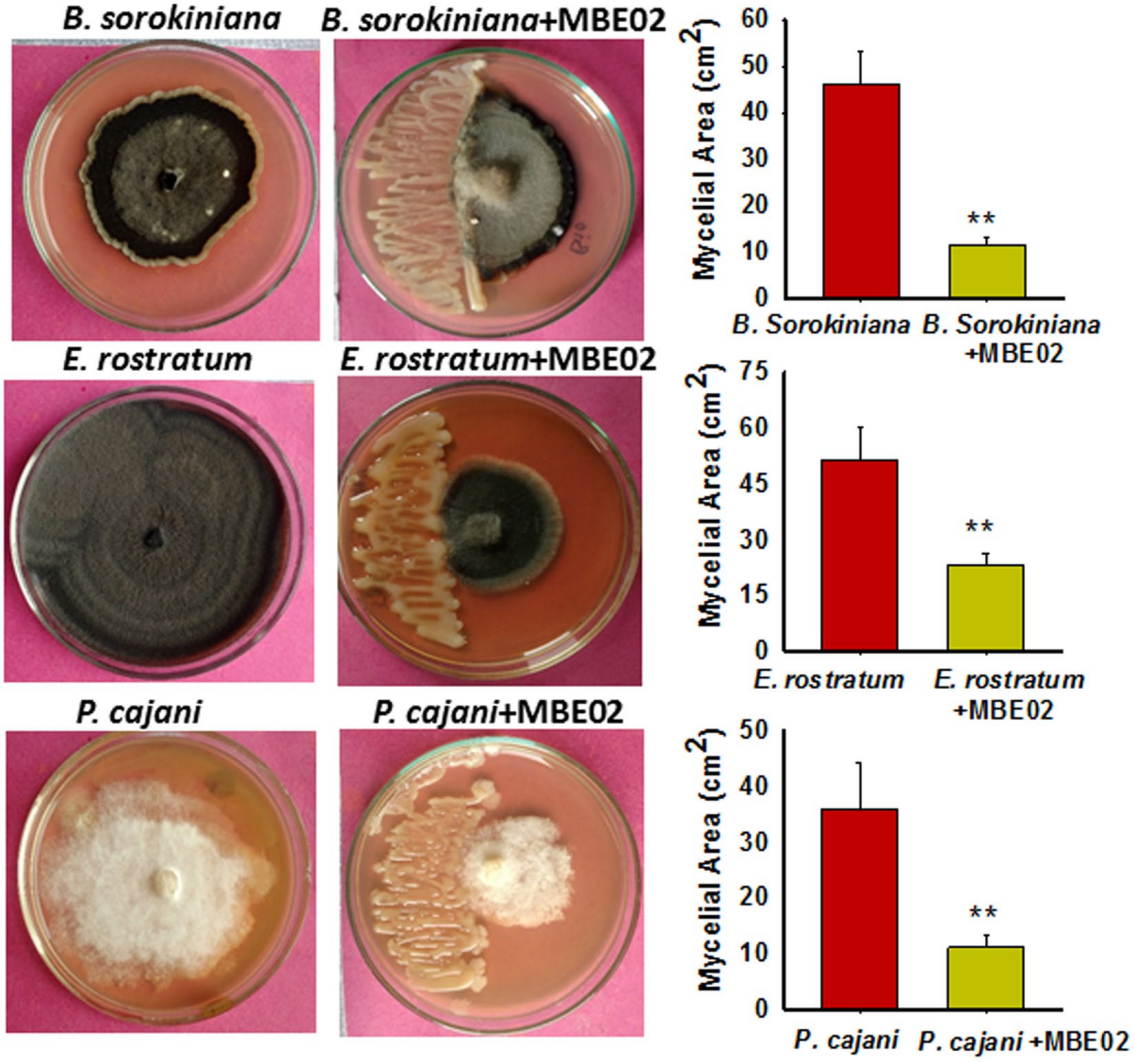
Broad spectrum effectiveness of MBE02 on growth of various fungal pathogens. Fungi were inoculated on one side of a petri dish and incubated at 25 °C. After 72 h, 5 µl of MBE02 (O.D. 0.6) was inoculated 3 cm away from the disc of the fungal colony and the zone of inhibition was recorded after 5d of incubation. Fungal plates without bacteria were taken as control. Data are means ± SE (n = 5-6) and the results were replicated in at least two independent experiments. Asterisk (*) shows statistical difference calculated by t test (p < 0.05).

## Discussion

Root interactions with microbiota in the rhizosphere influences the health and productivity of crop plants. In this study, molecular analysis of peanut roots after inoculation with non-pathogenic rhizobacteria, MBE02, indicates that in addition to changes in growth stimulating hormonal signaling, MBE02 activates defense signaling in peanut. Our results indicate three possible ways by which MBE02 stimulates growth and protects peanut from fungi infection: (1) MBE02 alters hormonal signaling for growth promotion; (2) It triggers defense responses such as ISR that improves host resistance against fungal pathogens; (3) MBE02 can directly control the growth of seed-born pathogens as it disrupts the metabolism during its interaction with fungal pathogens. These mechanisms might independent to each other; however, a combined action of these improves peanut resistance against fungal attack and increase/or maintain the peanut growth under stress conditions (Fig. 10). Our host-pathogen interaction assays and extensive fields provide evidences for the biocontrol properties of MBE02, which can be used in preventing the growth of various fungal pathogens in several crop species.

**Figure 10:**
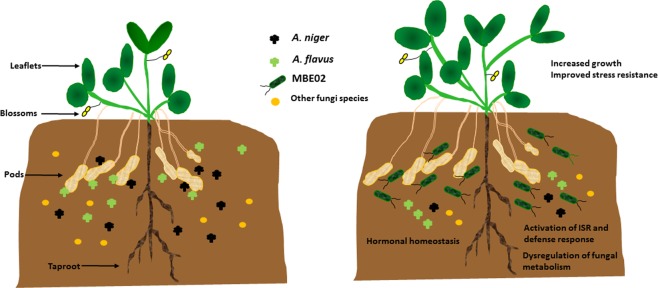
Schematic to depict the effect of MBE02 rhizobacteria on peanut under stressed conditions. (**a)** *Aspergillus* species and other fungal pathogens are present naturally in the soil where they remain in a direct contact with peanut, specially the roots and pods and cause significant reduction in its growth and yield. **(b)** Presence of MBE02 in the soil triggers host defense mechanisms that provides fitness advantage to peanut against fungal infection: (1) MBE02 alters hormonal signaling to stimulate the peanut growth and (2) trigger ISR to enhance plant immunity. (3) Additionally, being in the rhizophere, MBE02 may directly interact with pathogenic fungi trying to colonize the pods and roots, and restricts their growth by disrupting their metabolism and ability to cause pathogenicity, and in turn, confers resistance to peanut.

### Rhizobacteria MBE02 activates genes associated to ISR and hormonal homeostasis in peanut

Our study demonstrated that *Klebsiella spp* strain MBE02 is a plant growth promoting rhizobacteria that can stimulate the growth of peanut under controlled/green house as well as field condition^7^ (references herein). We performed RNA-sequencing to identify the molecular components that might be effected due to association of MBE02 with plants, including deciphering those that might be involved in the growth promotion of peanut by beneficial rhizobacteria. We found that root colonization with MBE02 significantly reprograms the expression of hormonal signaling genes that might involve in growth promotion of peanut. Further, to our surprise, we further noticed that a large set of differentially expressed genes belonged to the pathways related to plant defense against pathogens, raising the possibility that MBE02 may be involved in providing immunity to plants during pathogen infection. We investigated this hypothesis.

Rhizobacteria-mediated ISR and pathogen-induced systemic acquired resistance (SAR) are two inducible defense responses in the plants that are controlled by distinct signaling pathways^5,9,10,12^. SAR is characterized by the accumulation of salicylic acid (SA) and the regulatory protein NPR1, whereas ISR requires the component of JA and ET signaling^5^. In our study, many genes influenced by JA/ET were differentially regulated, indicating that the rhizobacteria MBE02 triggers ISR in peanut through JA/ET signaling pathway. Elicitation of ISR is highly influenced by the strain type and the nature of proteins/compounds released during the host-microbe interaction. For instance, ISR induced by several strains (such as during *P. fluorescens* strain WCS417r and *Arabidopsis* interaction) is independent of salicylic acid but dependent on NPR1, JA and ET^55^. However, in other cases (such as *Bacillus amyloliquefaciens* strain MBI600 and tomato interaction), ISR is dependent on salicylic acid^56^. Induction of JA biogenesis genes in MBE02 treatment indicates that *Klebsiella* strain might alter JA homeostasis to trigger the ISR in peanut. However, this requires further investigation.

Many PGPR isolates are able to produce siderophores, hydrogen cyanide (HCN), chitinase, cellulase and other compounds. These compounds are suggested to exert biocontrol ability, restrict the growth of phytopathogens by promoting ISR, and thereby protecting the plant^3,5^. Babu *et al*. describe that PGPR pre-treated tomato plants performed better against early blight infection (caused by *Alternaria solani*), and this might be due to an enhanced accumulation of antioxidant peroxidase (POX) and polyphenol oxidase (PPO) enzymes. Such responses were further associated with the presence of siderophores, HCN, chitinase and glucanase in the isolated PGPR^57^. Similar suggestions of induced resistance in pearl millet against downy mildew disease was also made^58^. Indeed, siderophores and HCN production has been also been shown with MBE02^7^, and therefore as suggested in the studies of Jogiagh *et al*. and Babu *et al*., a plausible role of siderophore and HCN in the activation of ISR cannot be ruled out. How such compounds produced by the microbes elicit ISR and contribute to plant defense in peanuts requires further investigation.

Although ISR activates defense signaling components to protect the plants from the attack of various pathogens^57,58^, it does not produce negative impact on the plant fitness. This means beneficial rhizobacteria have evolved such a mechanism that reduces the cost of defense signaling^5,6^. One of such mechanism is the activation of auxin signature in the host plants^2,3,57,59^. Activation of auxin signaling is essentially required not only to stimulate growth but also to activate ISR in *Arabidopsis* roots^6^. In our study, several auxin responsive genes were found activated in MBE02 plants. We hypothesize that this beneficial rhizobacteria might use auxin signaling to maintain a balance between growth promotion and elicitation of systemic immunity in peanut. Additionally, other hormone genes were also differentially regulated by MBE02, which suggests that MBE02 regulates these genes to alter the hormonal homeostasis that may lead to improved peanut performance.

### MBE02-elicited transcriptional regulators of ISR in peanut roots

Apart from the contribution from JA/ET signaling, other regulators that control ISR were also activated in peanut. *MYB72* is an important component of early signaling in rhizobacteria mediated ISR, whereas *MYC2* and the *BGLU42* β‐Glucosidase works downstream to *MYB72* during the interaction between *Arabidopsis* and WCS417 strain^15–17^. In addition, *WRKY11* and *WRKY70* were identified as important regulators of ISR triggered by *Bacillus cereus AR156*^60^. In the peanut transcriptome, we identified 11 MYB transcription factors, of which, *MYB108* had 92.5% sequence identity with *AtMYB72*, which indicates that *MYB108* might have similar functions in activating ISR in peanut. Similarly, *MYC4* and *BGLU12* β‐Glucosidase in peanut showed close similarity with their orthologue partners (*MYC2* and *BGLU42*) in *Arabidopsis*. It is noteworthy that *MYC4* and *BGLU12* are the only members of their family that were specifically differentially expressed by MBE02 treatment, indicating they might have important roles to play in MBE02-induced ISR in peanut. In addition, peanut also expressed *WRKY11* and *WRKY70* in MBE02 treatment indicating that these signaling components play similar roles in different plant species in response to beneficiary microorganisms.

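The second CDS of MYC4 (XP_015963299), which holds most of its expression, had a baseMean of 6050 in control and 37634 in MBE02, 6.22-fold. MYC2 (XP_016189255) had 1198 and 1484, 1.24-fold (interval 1.11 to 1.38), and was the only other MYC gene measured. Of 29 CDS of numbered beta-glucosidases, BGLU12 XP_016187147 was the only member past the fold threshold. The next were BGLU13 (XP_016187148, 302 to 678, 2.25-fold) and BGLU24 (XP_016171023, 218 to 486, 2.23-fold). The 29 CDS had a median log2 fold change of -0.13, and another copy named BGLU12 (XP_016167266) had 218 and 332. The CDS named beta-glucosidase 42 (XP_015936955) had 1860 in control and 1676 in MBE02, a fold change of 0.90 (interval 0.82 to 0.99). Both families were formed after the data were examined.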

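WRKY11 was higher in XP_015973267 (524 to 1984 and, in its other CDS, 1698 to 5898) and XP_016201918 (1990 to 6728, 3.38-fold), while XP_016171228 (3172 to 5542) and XP_016188948 (7690 to 13016) stayed below the fold threshold. WRKY70 members went both ways. XP_016186444 was 4.50-fold higher (60 to 270), XP_016198766 had 1260 and 3064, and a CDS of XP_015933048 was lower (32 to 8), while its other CDS had 12 and 12. This group of 11 CDS was formed after the data were examined.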

Recently, Hao *et al*.^61^ performed a transcriptome analysis of peanut roots treated with beneficial and pathogenic fungi. In contrast to our observation, their study has found relatively fewer number of DEGs^61^. This could be due to a difference in the experimental design between the two independent studies, including the use of different peanut genotypes, microbes and time points for the sample collection. Despite these differences, both studies shared common genes (few examples are *MYC4*, *ZAT11*, *DREB1C*, *WRKY41*) that are differentially regulated in peanut during inoculation with beneficiary microorganisms of different groups. These observations indicate that mentioned molecular components might have key roles in interaction between peanut and beneficiary microorganisms.

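WRKY41 was higher in XP_015955657 (1048 to 16590, 15.8-fold) and XP_016189427 (190 to 2680, 14.1-fold), and XP_015964535 had 130 in control and 334 in MBE02, 2.57-fold and below the fold threshold.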

### Role of LOXs in controlling *Aspergillus* infection in MBE02 treated peanut seeds

*In vitro* seed colonization assays revealed that MBE02 efficiently prevented the growth of *Aspergillus* pathogens. Transcript analysis of infected seeds showed differential expression of various LOX genes in response to MBE02 inoculation. LOX genes produce different ratios of *cis-trans* 9S- or 13S-hydroperoxy linoleic acid (9S- or 13S-HPODE)^47^, that are metabolized by different pathways to yield various oxylipin products, some of which activate or repress *Aspergillus* differentiation processes, including spore development, sclerotial development, and mycotoxin biosynthesis^46,49,50,62^. Several lines of evidences suggests that 9-LOX-derived oxylipins increase aflatoxin production, whereas 13-LOX-derived oxylipins inhibit mycotoxin synthesis^63^. Furthermore, a decreased content of 13-HSPDE in *Aspergillus* infected seeds was well correlated with repressed expression of *pnlox2-3*^46^. It is plausible that increased expression of *pnlox2-3* in MBE02 + *A. flavus* infected seeds will contribute to the overall content of 13-HPODE content and led to decreased *A. flavus* infection and aflatoxin production. Moreover, differential regulation of other LOX genes in the infected seeds might contribute to the resistance against *Aspergillus* infection. The function of these genes in controlling *Aspergillus* infection in peanut seeds require further investigation.

### MBE02 de-regulates development/pathogenicity factors in *Aspergillus flavus*

MBE02 might disrupt components essential for the processes of development and aflatoxin production in *Aspergillus*, such as the *Ppo* genes. Expression of *Ppo* genes were altered in *A. flavus* in presence of MBE02. The conserved *Ppo* oxygenase genes produce oxylipins in fungi that are physiologically and structurally similar to plant oxylipins^64–66^. It has been proven that the oxylipins of these *Ppo* genes are essentially required for the transition from one developmental stage to another in *Aspergillus*. Single or multiple mutants of *Ppo* genes showed developmental defects and inability to colonize the peanut seeds^46,64,66,67^. It is postulated that MBE02 inhibits the development and virulence of *Aspergillus* by dysregulating the expression of *Ppo* genes and, therefore, reduce the *Aspergillus* infection in peanut seeds.

Overall, our study provides molecular insights into MBE02-triggered response of peanut and show that MBE02 can work as an effective biocontrol agent against a wide range of fungal pathogens of peanut as well several other crop species. Future research would warrant, (1) functional validation of candidate genes identified from RNA sequencing of bacteria inoculated peanut roots, and (2) release of MBE02 as a biocontrol agent for better disease management of peanut and other important crops.

## Methods

### Sample collection and preparation of *Arachis hypogaea* L. roots

Plant material and growth conditions were same as described previously^7^. As MBE02 demonstrated growth promoting properties^7^, this strain was investigated further for investigation. For RNA sequencing, 12 d old peanut seedlings were treated with MBE02 (10^6^ cells/ml) and root samples of 8-10 different plants/samples were collected after 14 days of treatment, immediately frozen into liquid nitrogen, and stored in −80 °C until further use. Seedlings not inoculated with bacteria were taken as controls. Two biological samples were collected for each treatment.

### RNA extraction, library construction and sequencing

Total RNA was isolated by using the RNAeasy plant mini kit with column DNase digestion (Qiagen, Hilden, Germany) following the manufacturer’s instructions. RNA concentration was then measured using Qubit RNA Assay Kit in Qubit 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA). Also, RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA integrity number (RIN) values above 8 were used for construction of the libraries.

Sequencing libraries were generated using NEXTflex™ Rapid Directional RNA‐Sequencing Kit for Illumina (BIOO Scientific, USA) following manufacturer’s recommendations and index codes were added to attribute sequences to each sample. 2 μg of total RNA was taken for Poly-A enrichment. The enriched mRNA was fragmented, primed and reverse transcribed using First Strand Synthesis Mix. Second strand DNA was synthesized and ends were repaired using Second Strand Synthesis Mix. Double stranded cDNA was purified using High Prep PCR magnetic beads (MagbioGenomics Inc, USA), adenylated and ligated to Illumina multiplex barcode adapters. The adapter ligated cDNA fragments were purified, and subjected to PCR for enrichment. PCR product (sequencing library) was purified followed by library quality control check. The Illumina‐compatible sequencing library was initially quantified by Qubit fluorometer (Thermo Fisher, USA) and fragment size distribution was analyzed on Tape Station (Agilent Technologies, Germany). The libraries were pooled in equimolar amounts to create final multiplexed library pool for sequencing on an Illumina Next Seq500 with 75 bp paired‐end chemistry.

### Assembly, mapping and functional annotation of sequenced reads

Clean reads were obtained by eliminating the adapter sequences, ambiguous reads (reads with unknown nucleotides “N” larger than 5%), and low-quality sequences (reads with more than 10% quality threshold (QV) < 20 phred score) than 10% quality threshold (QV) < 20 phred score) were eliminated. The quality of raw and filtered reads was assessed via FastQC. To generate peanut reference transcriptome sequence, reads were aligned to the genome of peanut progenitors, *A. duranensis* (A genome) and *A. ipaensis* (B genome)^18^, using Tophat^68^ and, aligned sequences were assembled with trinity using genome guided strategy as described^69,70^. Gene function was annotated by using NCBI non-redundant protein database (Nr) database using Basic local alignment search tool (Blastx) (E-value: *1e-05*).

### GO and KEGG Pathway analysis

Gene ontology (GO) annotations were determined by the Blast2GO program. GO assignments were used to classify the functions of the predicted CDS. To identify the potential involvement of the predicted CDS of the control and treated samples in biological pathways, CDS were mapped to reference canonical pathways in KEGG. The KEGG Orthology database of *Arachis* genus was used as the reference for pathway mapping. The output of KEGG automated annotation server KAAS (http://www.genome.jp/kaas-bin/kaas main)^71^ includes KEGG Orthology (KO) assignments with corresponding enzyme commission (EC) numbers and metabolic pathways of predicted CDS.

### Differential expression analysis,

Differential expression analysis was performed between control (Set2AB) and MBE02-treated (Set3AB) samples by employing a negative binomial distribution model in DESeq package^72^ (version1.22.1-http://www.huber.embl.de/users/anders/DESeq/). The package was used to normalize count data and calculate mean values (baseMean, baseMean control and baseMean treatment) as described^29^. Dispersion values were estimated with the following parameters: method = blind, sharing Mode = fit-only and fit type = local. Log_2_-fold change (FC) value was calculated with the help of SAM tools, by computing read counts using the formula, $$Fc=Lo{g}_{2}(treated/control)$$. P-value threshold of 0.05 was used to filter statistically significant results.

### Effect of MBE02 against *A. flavus* infection in peanut seedlings

*In vivo* pathogenesis experiment was conducted in controlled conditions of a greenhouse (16 h light/8 h dark; 26–28 °C, light intensity of 100–150 µmol photons m^−2^ s^−1^). Peanut seeds were incubated with rhizobacteria (0.6 O.D. ~10^8^ cells/ml) for 1 h before transfer to the soil pots. After a week, seedlings were infected with 20 ml spore suspension of *A. flavus* (10^6^ spores/ml) and various growth related parameters (chlorophyll content, plant height, leaf area and fresh weight) were analysed after two weeks of infection.

### Soil analysis and plant pathogenesis assay under field condition

The experiment was conducted during July to November 2017 at the farmer’s field hired by the Banaras Hindu University, Varanasi, India (25.1048°N, 82.9247°E). First, the fungal frequency was determined in the soil. Different samples were collected from the fields and processed by soil plated method^73^. Briefly, soil was transferred into a sterilized petri dish and 8-10 ml of cooled potato dextrose agar medium (PDA) medium was added and incubated at 25 °C. After 6 days of inoculation, number of fungal and bacterial colonies were counted and identified based on their morphological characters.

Peanut seeds (var. G20) were treated with MBE02 suspension (O.D. 0.6) for 1 h before they were placed in the soil. Row-to-row and plant-to-plant distances were kept at 45 × 30 cm. Whole experiment was conducted in a randomized block design with plot size 5 × 3 m that was replicated three times. Plants were not treated with any artificial infection of the pathogens. Seeds not inoculated with bacteria were taken as controls. Stress survival percentage, plant weight and pod yield were determined at the end of the experiment. Standard agronomic practices were followed throughout the experiment.

### *In vitro* seed colonization assay

Peanut seeds (var. G20) were incubated with different treatments (control, MBE02 (O.D. 0.6), fungus (*A. niger*, 10^6^ spores/ml) and, fungicide (carbendazim 50% WP)) and kept on a shaking incubator for 30 min. After incubation, half of MBE02 and fungicide treated seeds were mixed with fungus for MBE02 + *A. niger* and fungicide + *A. niger* treatments, respectively, and, incubated for another 30 min on a shaking incubator. Similar experiment was repeated for *A. flavus* treatment. It is noteworthy that control seeds were not surface sterilized as one of our objectives was to test whether MBE02 could prevent all kinds of infections that usually comes from the pathogens naturally present in the seeds. After treatment, seeds were wiped with the sterile tissue and transferred into Petri plates already moistened with layer of three whatman filter papers. Seeds were analyzed for the fungal infection after 3 days. Fungal infection was scored between 0-4 scales where 0 scored no (0%) and 4 scored 100% infection. Three to four independent experiments were performed.

### Growth inhibition assay of fungal pathogens in presence of MBE02

A total of five fungi *viz., Aspergillus niger, A. flavus, Bipolaris sorokiniana (strain HD3069), Exserohilum rostratum*, and *Phytophthora dreschleri f. sp. cajani* were subjected to the antagonistic test in growth inhibition assays. A disc of 2 mm diameter of fungus was placed on one side of a Petri dish and incubated at 25 °C. After 72 h of fungal growth, bacterial strain (MBE02, 5 µl of O.D. 0.6) was inoculated 3 cm away from the disc of the fungal colony. For the fast-growing fungi like *A. niger or A. flavus*, inoculation was done simultaneously with the bacterial streaking on the same plate followed by incubation at 25 ± 2 °C for 72 h. Plates inoculated with only pathogens served as controls. The experiment was repeated twice with 5-6 replications for each treatment. The zone of inhibition was recorded by measuring colony area after 72 h incubation for *Aspergillus spp*, and after 5 d of incubation for rest of other fungi, by Adobe Photoshop Version: 12.0. Percent inhibition was calculated using the following formula:

$$ \% \,{\rm{inhibition}}=[{\rm{1}}-(\mathrm{Treatment\; growth}/\mathrm{Control\; growth})]\times {\rm{100}}$$

For inoculations in liquid culture, 10 ml DYGS medium was inoculated with the fungi (*A. niger* and *A. flavus*) and grown at 28 °C in a shaking incubator at 180 rpm. After 12 h, 1 µl bacterial inoculum (O.D. 0.6) was added, and fungal growth was measured at different hours of post inoculation (hpi). Fungal cultures without adding rhizobacteria were taken as a controls. Three tubes were grown for each time point and experiment was repeated at least three times.

### Quantitative Real Time PCR

Peanuts treated with MBE02 bacteria and *A. flavus* were collected for RNA isolation. Total RNA was isolated with Plant RNAse kit (Qiagen) with on-column DNAse treatment and quantified with NanoDrop™ spectrophotometer (Thermo scientific, USA). 0.5-1 µg of total RNA was reverse transcribed by using ImProm-II™ reverse transcription system (Promega, USA). For real time analysis, 3 fold diluted cDNA was used in a reaction mixture with PowerUp SYBR™ Green Master Mix (Invitrogen, USA) and run in a Real-Time iQ5 Cycler (Bio-Rad, USA)^7^. Three biological samples for each treatment were processed, and the reaction was set up in duplicates^74^. Actin gene was used as an endogenous control to normalize the gene expression. Relative fold change was determined by 2^−ΔΔCt^ method^75^.

For the experiment of MBE02 and *A. flavus* interactions, fungal mycelia were collected for RNA isolation after 48 h of bacteria inoculation. RNA isolation and real time PCR was conducted as described above. Three biological samples for each treatment were processed. Gene expression values were normalized with actin gene. The details of the primers used in the study are given in the Supporting Information Table S9.

### Statistical analysis

Data analysis was performed with the help of IBM SPSS statistics 19. Treatment means were compared by Student-Newman-Keuls (SNK) test at 5% probability (p < 0.05). For *in vitro* seed colonization experiment, values were converted into percent fungal infection after they were compared by SNK test. In some cases, significant differences were calculated by t test at 5% probability (p < 0.05). Data are represented as means ± SE (standard error).

## Supplementary information

Supplementary information

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

Table S8

Table S9

## Data Availability

RNA sequencing data has been deposited at NCBI with accession number GSE125807.

How the deposited data were processed for this re-analysis (not part of the article)

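Roots of peanut seedlings inoculated with MBE02 and of non-inoculated control seedlings were compared, with 2 samples per condition, each from 8 to 10 plants. The authors mapped the reads with TopHat to the genomes of A. duranensis and A. ipaensis, assembled them for each condition with Trinity and predicted coding sequences (CDS). For the read counts behind the fold changes the paper names SAM tools. The signal in the deposited count table is, according to the authors, the normalized count of DESeq (baseMean), run with method blind, fit-only sharing and a local fit. The table holds 1 value per condition for the 2 samples. Every deposited value is a whole multiple of 2, and both columns share this step although their totals differ, so no scaling between the conditions is visible. Median-of-ratios scaling gave a factor of 1 for both columns, so it cannot be told whether the values were already scaled in that way. The log2 fold changes in the authors' table of changed genes are those of MBE02 over control as deposited. The p-values in that table are those of DESeq as deposited, not adjusted, and were used only to count the authors' own calls. The percent similarity in the annotation tables is that of each CDS to its best match, as deposited, from the authors' blastx search against NCBI Nr with an E-value limit of 1e-05, and it was not used further.

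The count table holds 34523 CDS under 27871 protein accessions or CDS names, of which 5037 have more than 1 CDS. The 10 largest CDS hold 20.8% of the control total and 18.9% of the MBE02 total. The depth of each sample is not given. Values divided by 2 were taken as counts, and exact 95% intervals of each fold change were computed from them, which cover counting error only. For a value of 0, a bound was computed against a floor of 3 counts, or 6 in the deposited unit. It takes the value of the other condition as exact and leaves out its counting error. Values were compared as deposited. A CDS was measured when its mean over both conditions was at least 10, and counted as higher or lower when its log2 fold change was at least 1.5 in size. No test across genes was made, because 1 pooled value per condition gives no spread between samples.

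The genes named were every accession or CDS named in the paper, which were known from its text and tables, and the 10 largest rises and 10 largest falls with a mean of at least 100. For 56 gene lists, formed by patterns on the names of the best matches after the paper's supplementary tables had been seen, members past the fold threshold were counted, and the median log2 fold change was placed among 10000 random lists of the same size matched on mean expression in 50 bins. Further list members named as examples, mostly those with the largest changes in their list, were chosen after their values were seen. The MYC, beta-glucosidase, ERF1B, OPR2 and OPR11, and WRKY11 and WRKY70 groups were also formed afterwards. Where an accession has several CDS, the CDS of the authors' table was used for the genes the paper names. Best matches were grouped by the organism named in them. The fold changes of the 17 genes of Table S8 were compared with the paper's qPCR values by Spearman and Pearson coefficients on the log2 scale, each with 100000 permutations and correction by the Benjamini-Hochberg method over 4 relations.

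The alternatives tried were total count, median-of-ratios and TMM scaling, no minimum and minimum means of 50 and 100, log2 thresholds of 1 and 2, sums over the CDS of each accession, 10 added to both conditions, minimum values of 20 and 5 for genes found in 1 condition, an E-value limit of 1e-20, and the qPCR comparison without 2 genes. Chosen after the values were seen were CDS of the control or of the MBE02 assembly alone, random lists matched also on assembly, and log2 fold changes centred on CDS of like mean and the same assembly. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and TMM factors came from edgeR 4.0.16 in R 4.3.3. The fold rule was tested on simulated counts with 50 changed CDS at each fold. The changed CDS were drawn from those with a mean of at least 50, and the counts held counting error only. Weaker CDS and variation between samples were therefore not covered. It passed 98% of 4-fold, 2% of 2-fold and 100% of 8-fold and 16-fold changes, and the intervals held the true fold in 96 to 98% of cases. The list percentiles were tried on independent normal values with the same spread at all expression levels, not on counts. Of 200 unchanged simulated lists of 20 members, 6% lay in the outer 2.5% on either side. Members that share an accession and noise that depends on expression were not covered, so this does not give the error rate of the real lists. Gene ontology enrichment, sequence identities and the infection experiments were not analysed here, since no deposited file holds their data. The reference protein table, which matched 0 of the accessions, was not used here.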

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

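Of the tests in this part, the split of the assembly comparison by mean expression, both tests of ERF1B, and the tests of assembly origin and scaling for the calmodulin-like, XTH and anaerobic genes were chosen only after the result was seen. The limit that selected the gene lists was also set after their values had been seen.

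Each of the following lists holds genes outside those the paper discusses, and its median log2 fold change lay within the highest or lowest 0.5% of random lists. GH3 auxin-conjugating enzymes had a median of 0.94 (2 of 10 CDS higher), TIFY proteins 1.27 (7 of 15 higher), calmodulins and calmodulin-like proteins 1.54 (22 of 41 higher, such as CML19 XP_015965949, 126 to 3062) and xyloglucan endotransglucosylases (XTH) 0.58 (6 of 23 higher). Chitinases and beta-1,3-glucanases had 0.21, thaumatin-like proteins 0.40, pectin enzymes and their inhibitors 0.22 (7 of 118 higher and 9 lower), genes of the anaerobic response 0.30 (10 of 47 higher, such as alcohol dehydrogenase 1 XP_015934469, 8436 to 46482), cytosolic ribosomal proteins 0.34 (none of 187 higher, 182 above 0) and tubulin and actin 0.41 (none of 22 higher). The 12-oxophytodienoate reductases (OPR) had the only low median, -1.40 (3 of 9 lower). Scaling to equal totals shifts every log2 fold change by -0.13, and changes the sign of none of these medians. In addition, 87 CDS had a value of 0 in MBE02 and at least 10 in control. Among them was an aluminum-activated malate transporter (XP_016167923, 32 to 0, at least 5.33-fold lower if the control value is taken as exact).

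More CDS were higher than lower (1176 against 488), and 478 of the lower ones (98.0%, against 80.2% of all measured CDS) came from the control assembly. Scaling and counting error each fall short as the whole source, since the lowest ratio of higher to lower CDS under 3 scalings was 1.54, and counting error alone gave a median of 100.5 lower CDS in 100 draws (highest 127). In 1618 accessions with a CDS from each assembly, the CDS of the MBE02 assembly had a median log2 fold change 0.036 above that of the control assembly, which met the bound set in advance against assembly origin, but that bound was wrong, because a median over all accessions dilutes the weakly expressed CDS that make up 410 of the 488 lower ones. Among CDS with a mean below 100 the difference was 0.30 (371 accessions), so assembly origin may contribute to the lower CDS there. At a mean of at least 100 the difference was 0.0040 (832 accessions). This median over mostly unchanged accessions cannot decide about the 78 lower CDS there, of which 75 also came from the control assembly. For the lower CDS as a whole, assembly origin and an effect of MBE02 cannot be told apart, because these medians do not single out the lower CDS. Most accessions also have CDS from 1 assembly only. With log2 fold changes centred on CDS of like mean and the same assembly, 363 were lower, 336 of them from the control assembly.

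All 18 CDS of ERF1B, a factor that joins jasmonate and ethylene signals, had a log2 fold change below 0, with a median of -1.96. The lowest median of 10000 random lists matched on mean expression and assembly was -0.48, but the group was formed because its values were low and all its CDS come from the control assembly, so assembly origin stays open. Summed over these CDS, MBE02 over control was 0.440 (interval 0.420 to 0.461), so no net shift of reads among these 18 accounts for it, but copies under other names were not examined and a shift of reads to them stays open. Variation between plants stays open, since both samples of a condition are pooled.

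Calmodulin-like, XTH and anaerobic genes were higher together, but their lowest percentile among random lists matched also on assembly (99.99) and lowest median under 3 scalings (0.18) decide nothing, because these lists were picked for their high medians and scaling shifts every gene alike. Over CDS of the control assembly alone, after total count scaling, the median was 1.41 for calmodulins (1.53 and 15 of 29 CDS higher as deposited). All measured CDS of that assembly had a median of 0 as deposited, with 759 of 26205 higher. These values argue against assembly origin for the 29 calmodulin CDS they cover. For anaerobic genes the median after total count scaling was 0.17 (8 of 40), which leaves assembly origin open there because of the same choice of lists. For XTH it was -0.020 (0 of 13), and all 6 higher CDS came from the MBE02 assembly. Assembly origin may therefore contribute there and cannot be told apart from an effect of MBE02. Of the 13, XTH23 XP_015973302 rose to just short of the fold threshold (3710 to 10166), whereas XTH9 XP_015953363 fell (4056 to 1894). Touch and low oxygen are known to induce such genes, so handling of the roots at harvest is a candidate explanation beside MBE02, and both cannot be told apart, because the count table holds 1 value per condition. The anaerobic list also holds cinnamyl alcohol dehydrogenases, which its pattern could not exclude.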

How the results depend on the processing

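The alternatives restricted to 1 assembly, centred on CDS of like mean, or matched on assembly were chosen only after the result was seen.

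The number of higher CDS, 1176, stayed within 1.5 times itself under 3 scalings, with no minimum, with minimum means of 50 and 100, summed by accession and with 10 added (906 to 1326). It became 2276 at a log2 threshold of 1, 650 at a threshold of 2, 759 in CDS of the control assembly and 417 in CDS of the MBE02 assembly, each of which by its construction counts more or fewer CDS. The number of lower CDS, 488, depended on the treatment of weakly expressed CDS. It was 1087 with no minimum, 111 with a mean of at least 50, 78 with a mean of at least 100 and 127 with 10 added. It was 1444 at a log2 threshold of 1, 196 at a threshold of 2 and 10 in CDS of the MBE02 assembly. Under total count scaling it was 661, summed by accession 352 and centred 363. Genes with a value of 0 in 1 condition numbered 95 at a minimum of 10, 10 at a minimum of 20 and 190 at a minimum of 5.

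Of 325 values of the genes the paper names and the largest changes under the alternatives, 321 stayed within the counting interval, 4 moved beyond it and none reversed. Of 315 values of these genes past the fold threshold, 304 stayed past it. The exceptions among them are SAUR50 XP_015939283 and XP_015933949, ILR1-like 4, the lipoxygenases XP_020971686 and XP_016170720, MYB108-like and XP_015967074. List members named as examples were not part of this count. Among the alternatives, median-of-ratios scaling shifted every log2 fold change by 0 and TMM scaling by -0.0055. Values under these scalings therefore repeat the deposited ones almost by construction. Of 280 medians of lists, 267 were within 0.2 of their value, a tolerance without a statistical basis, 11 moved and 2 reversed. The median of the MYB list became 0.059 with a mean of at least 100, since its weakly expressed members were left out, and that of the resistance genes became -0.048 under total count scaling, which shifts all genes alike.

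The Spearman coefficient of qPCR and count table remained positive without the 2 genes farthest from the median. No paired analysis was possible because the table pools both samples of each condition, and for the same reason leave-one-out, the replicate block and DESeq2 were not run. Depth limits the weakest genes, as in SAUR21, whose control value of 2 gives an interval of the fold change from 2.66 to 710.5.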

Differences from the paper's values

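The paper's counts of changed genes require a p-value under 0.05 besides the fold threshold, whereas the counts given here use the fold threshold and a minimum mean of 10 alone. The alternatives named were set before the data were examined.

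For genes lower in MBE02, the paper gives 281 and the count here is 488. Summed by accession (352) and at a log2 threshold of 2 (196) the count is within 1.5 times the paper's. It is not under the 3 scalings (488 to 661), with no minimum, with a minimum mean of 50 or 100, at a threshold of 1 or with 10 added. The authors' deposited table holds 281 lower CDS, and all of its 1260 CDS have the values of the count table.

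For genes found in only 1 condition, the paper gives 6 and the count here is 95 at a minimum of 10 in the other condition. The counts at minimums of 20 (10) and 5 (190) also differ, and the paper states no minimum.

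For allene oxide cyclase the paper gives 2 higher genes and the count here, over a list of cyclases and synthases, is 4 CDS, all of them cyclases, which is 2 when summed by accession, 6 with 1 synthase among them at a log2 threshold of 1, and 4 under the other alternatives. For lower ERF genes the paper gives 7 and the count here is 17, which is 8 when summed by accession and differs under the 3 scalings, at a minimum mean of 100 and at a log2 threshold of 1. For changed WRKY genes the paper gives 7 and the count here is 11, which is 7 when summed by accession and 10 at a minimum mean of 100, and differs under the 3 scalings and at a threshold of 1. These sets of 7 are not the same genes. XP_016201918 (1990 to 6728) passes here but is absent from the paper's list of transcription factors. That list holds XP_015933048 (32 to 8), whose other CDS had 12 and 12. For changed NAC genes the paper gives 1 and the count here is 3, which is 1 at a minimum mean of 100 and differs under the 3 scalings, at a threshold of 1 and when summed by accession. For higher glutathione S-transferases the paper gives 1 and the count here is 2, which is 1 at a minimum mean of 100 and differs under the 3 scalings, at a threshold of 1 and when summed by accession.

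In Table S8 the paper gives an RNA-seq fold of 82.9 for XP_015940750, and the count table gives 6.24 (192 to 1198). Under the 3 scalings, with 10 added and summed by accession its log2 fold change is 2.52 to 2.64.

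The paper names XP_016200422 as found in 1 condition only, whereas the sum over its 4 CDS is 184 in control and 192 in MBE02, and 1 of its CDS goes from 0 to 18. It also states that genes of ethylene metabolism were increased, whereas of 35 CDS of ACC synthase and ACC oxidase 1 was higher (AKG58821, 292 to 972) and 1 lower, with a median log2 fold change of 0, which is -0.13 under total count scaling.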

Other observations

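Lists that belong to none of the paper's statements are given here as values, and the members named were chosen after their values were seen. Phenylpropanoid, flavonoid and stilbene enzymes had 6 of 66 CDS higher and 4 lower, with a median log2 fold change of 0.18 (99.1st percentile of random lists), led by isoflavone 7-O-methyltransferases (XP_020996955, 306 to 1766, and XP_020996952, 2400 to 11984) and a stilbene synthase (AHB50476, 242 to 898), whereas chalcone synthases included higher (XP_016197787, 688 to 2218) and lower CDS (AID59203, 234 to 62). Expansins had 2 of 26 CDS higher, expansin-like B1 (XP_016175121, 14 to 254) and A2 (XP_016187884, 450 to 4586), and 2 lower, expansin-A8 (XP_016181153, 918 to 244) and A1 (XP_016190918, 514 to 154), with a median of -0.07. Leucine-rich repeat extensins 3 (XP_016197901, 230 to 1408) and 4 (XP_015954312, 192 to 716) were the higher CDS among 22 in the root hair list (median -0.07).

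Among 22 nodulin and symbiosis CDS, early nodulin-93 (XP_015944652, 118 to 740) and nodulation-signaling pathway 2 (XP_016195899, 634 to 2880) were higher. Other CDS with these names did not rise. A more abundant early nodulin-93 CDS (XP_015971810) had 1118 and 1012. Those named nodulation-signaling pathway 2-like fell (XP_016186619, 764 to 448, and XP_015955904, 296 to 168). Of 88 CDS of nitrate and ammonium transport and nitrate reductase 4 were higher, among them ammonium transporter 2 (XP_016198757, 1832 to 5908), and 1 was lower, with a median of -0.01. Phosphate starvation genes had a median of -0.11 (2.19th percentile, and 3.03rd when summed by accession) and 1 of 56 CDS lower, while phosphate transporter 1-3 (XP_016175225) had 2542 and 5704. No CDS of 21 in the iron uptake list, which also holds vacuolar iron transporters, passed the fold threshold, and their median was -0.19 (6.06th percentile), or -0.44 (0.010th percentile) with a mean of at least 100.

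Heat shock genes had 4 of 95 CDS higher and 3 lower, with a median of 0. The 70 kDa proteins included higher (XP_016179895, 2884 to 13600) and lower CDS (XP_016200361, 1258 to 430, and XP_015938175, 694 to 220), and heat stress factor A-2 was higher in XP_016163837 (478 to 1742) but had 874 and 708 in XP_016202292 and 414 and 332 in ADI24983. Single higher CDS were found among 59 photosynthesis genes (XP_015946443, 106 to 354), 20 histones (XP_016202460, 780 to 3824) and 35 cyclins (cyclin-D3-3, XP_016201690, 122 to 384). Secondary wall genes had 3 of 24 CDS higher, all with a control value of 12 or less, and Casparian strip genes had 1 of 37 lower (XP_015953868, 26 to 4). None of 57 proteasome CDS passed the fold threshold (median 0.06). Actin, the reference gene of the paper's qPCR, had 7510 and 7252 in actin-7 XP_015943365 and 21142 and 28822 in XP_015945220.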
